# Tubastatin A inhibits HDAC and Sirtuin activity rather than being a HDAC6-specific inhibitor in mouse oocytes

**DOI:** 10.18632/aging.101867

**Published:** 2019-03-26

**Authors:** Yun-Jung Choi, Min-Hee Kang, Kwonho Hong, Jin-Hoi Kim

**Keywords:** RNA-seq, germinal vesicle oocyte, meiotic oocyte maturation, HDAC6, sirtuin family, tubastatin A

## Abstract

Tubastatin A (TubA) is a highly selective histone deacetylase 6 (HDAC6) inhibitor. As expected, mouse germinal vesicle oocytes fail to extrude the first polar body following TubA treatment. However, a previous study demonstrated that homozygous *Hdac6* knockout (KO) mice can be viable and fertile. Therefore, we asked whether TubA is indeed a specific inhibitor of HDAC6 activity. RNA-sequencing and *in silico* analysis demonstrated that the TubA-treated group presented significant changes in the expression of *Hdac* subfamily genes such as *Hdac6*, *10*, and *11*, and *Sirtuin 2*, *5*, *6*, and *7*. Additionally, gene expression related to the p53, MAPK, Wnt, and Notch signaling pathways in the TubA-treated group were increased significantly; in contrast, gene expression related to metabolism, DNA replication, and oxidative phosphorylation was decreased significantly. Furthermore, gene expression related to cell cycle, cell structure, pyrimidine metabolism, pentose phosphate pathway, mitochondrial activation, proteasome pathway, RNA polymerase, DNA replication, cyclin-dependent kinase, nucleolar activity, and MI arrest were significantly decreased, indicating that TubA-induced abnormal meiotic maturation and oocyte senescence may be due to the combined effects of HDAC and Sirtuin inhibition, and not HDAC6 inhibition alone. Thus, we believed that this system could provide a model for monitoring the effects of TubA on mouse oocytes.

## Introduction

The balance between deposition and removal of histone modifications plays a critical role in the regulation of gene expression and maintenance of cellular homeostasis [1]. Epigenetic marking is known to be mediated by proteins that add, remove, or interpret the modified structures, referred to as “writers”, “erasers”, and “readers”, respectively [2]. Epigenetic changes controlled by the opposing activity of two classes of enzymes, histone acetyl transferases (HATs) and histone deacetylases (HDACs), can lead to altered phenotypes and gene expression [3]. Generally, HATs are categorized into two main families, type A and type B. Although little is known about type B HATs, type A have been characterized and can be divided into three major families: (1) GNAT family (PCAF and GCN5), (2) p300/CBP proteins, and (3) MYST proteins; meanwhile, HDACs constitute one superfamily and have been categorized into four main classes (class I, II, III, and IV). Among these, class III HDACs comprise seven Sirtuins (Sirt 1-7), unlike others, defined by their deacetylase activity that is dependent on nicotinamide adenine dinucleotide (NAD+) [4,5].

Various HDAC inhibitors (HDACis) are known to selectively alter gene transcription by promoting histone acetylation [6]. Moreover, they can increase the acetylation of many histone and nonhistone proteins, modifying their function or activity [7]. A good example of an HDACi is Tubastatin A (TubA), which drives cell cycle arrest, suggesting HDACs as therapeutic targets for cancer, chronic immune and inflammatory disorders, Alzheimer’s disease, and other tauopathies [8,9]. TubA is known as a potent and highly selective HDAC6 inhibitor with an IC50 of 15 nM and a greater than 1000-fold selectivity for all other isoforms, except HDAC8 (57-fold) [10]. HDAC6 is a unique member of the class IIb HDACs, possessing two catalytic domains and exhibiting a predominantly cytoplasmic localization [11]. It regulates various cellular processes including microtubule-based transport, cell motility, endocytosis, cell migration, autophagy, and aggresome formation by deacetylating non-histone proteins such as α-tubulin, cortactin, and heat shock protein 90 (HSP90) [12–16]. Inhibition of HDAC6 activity by TubA supplementation *in vitro* has been reported to lead to the hyperacetylation of tubulin and microtubules [12]. However, the molecular basis underlying the choice between abnormal oocyte maturation and acetylation homeostasis by TubA is not well understood.

Knockout (KO) mouse models provide a valuable experimental tool for the evaluation of gene function and there are various reports on the generation of *Hdac6* KO mice [13]. Although homozygous *Hdac6* KO mice exhibited global tubulin hyperacetylation, they were shown to be viable and fertile and presented no major observable phenotype [14]. Recently, however, we and others reported that TubA treatment induced cell cycle arrest with a failure of spindle migration and actin cap formation in mouse oocytes [15,16], indicating that most of the oocytes were arrested at an metaphase I (MI)- or a germinal vesicle breakdown (GVBD)-like stage. Taken together, these observations question the *in vivo* role of acetylated microtubules and the contribution of tubulin acetylases and deacetylases to cell function, and whether TubA inhibitory activity is indeed specific to HDAC6. To address these questions, TubA-supplemented oocytes were subjected to RNA-seq analysis to elucidate the underlying mechanism of TubA-induced abnormal oocyte maturation. In conclusion, RNA-sequencing and *in silico* pathway analysis demonstrated the potential for using mouse oocytes as an *in vitro* platform for the systematic validation of chemotherapeutic targets.

## RESULTS

To determine whether the wave of histone acetylation/deacetylation is of functional significance for the mouse oocyte meiotic resumption, mouse oocytes were allowed to undergo meiotic maturation with or without TubA, a potent inhibitor of HDAC6. Most control oocytes progressed to germinal vesicle breakdown (GVBD) at 4 h, first metaphase (MI) at 8 h, first anaphase and telophase (AT1) at 9.5 h, and second metaphase (MII) oocytes with first polar body at 12 h. However, oocytes exposed to 20 μM TubA [15] failed to transition through the GVBD to MI or AT1 stages.

### RNA-seq analysis of mouse oocytes

Control GV- and MII-stage oocytes, as well as TubA-supplemented oocytes (10 and 20 μM) were subjected to RNA-seq to elucidate the underlying mechanism of abnormal oocyte maturation. 

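TubA is a small molecule made to inhibit HDAC6, a class IIb deacetylase that acts mainly in the cytoplasm. GV oocytes were collected at 0 h of culture, and the MII, TubA-10 and TubA-20 oocytes after 12 h of culture without or with TubA. By the paper, MII oocytes were kept only if they had extruded a polar body, while TubA-20 oocytes did not reach MII. Differences between TubA-20 and MII therefore mix treatment with meiotic stage and with this selection. RNA from pools of 100 oocytes was selected with oligo(dT) and sequenced from both ends. There was 1 library for each of the 4 conditions, so differences between libraries could not be set against the spread between replicates, and none is given a p-value. The titles of the TubA samples give 10 and 20 μM, the doses in the paper, while the treatment field of the same labels gives 20 μM for TubA-10 and 11 μM for TubA-20. The doses of the paper are used here. The authors deposited FPKM values from cufflinks, which are already divided by transcript length and by the number of mapped fragments. The table held 21959 entries under Ensembl identifiers of the mouse assembly GRCm38, and 21794 of them were given a symbol by identifier. Entries that shared a symbol were added up, which left 21957 genes. Read counts are not used here, and the depth of each library was judged from the step between low FPKM values, where a gene rests on few fragments. By that step TubA-10 had 1.68 times, MII 1.62 times and TubA-20 0.895 times the depth of GV, while the read totals in the paper give ratios of 1.58, 1.59 and 1.09. The FPKM of all genes added up to 623353 in GV, 568331 in MII, 590686 in TubA-10 and 627340 in TubA-20. Changes are given as log2 of the ratio of FPKM + 1, which understates the change of genes with low values.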

As shown in Fig. 1A, a total of 49,430,590, 78,472,444, 78,239,478, and 53,687,286 reads were obtained from four RNA-seq libraries from GV, MII, TubA-10 (10 μM treatment) and TubA-20 (20 μM treatment), respectively. To reveal the molecular events underlying transcriptomic profiles, sequence reads were mapped to a reference transcriptome of control GV- or MII-stage oocytes. From the above reads, 15,593, 15,687, 15,815, and 14,667 genes from GV, MII, TubA-10, and TubA-20, respectively, were mapped to a unigene. 

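An FPKM above 0 was listed for 15281 genes in GV, 15358 in MII, 15440 in TubA-10 and 14434 in TubA-20, and 5087 genes were listed at 0 in all 4 libraries. The minimum moved these numbers most. With more than 1 FPKM required, 10324, 10000, 10082 and 9773 genes remained, so TubA-20 still had the fewest, and GV rather than TubA-10 had the most. The median FPKM of those genes was 12.0 in GV, 12.0 in MII, 12.2 in TubA-10 and 11.7 in TubA-20.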

To determine differences in gene expression between TubA-treated and control GV or MII oocytes, gene expression data from control GV oocytes were compared to data from control MII (MII/GV) or TubA-treated oocytes (TubA/GV). 

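Among GV, MII and TubA-20, 13636 genes were listed above 0 in all 3 libraries. Another 629 genes were listed only in GV, 608 only in MII and 238 only in TubA-20. GV and MII shared a further 785 genes, GV and TubA-20 shared 231, and MII and TubA-20 shared 329. The genes listed in a single library had low values, with a median of 0.0874 FPKM in GV, 0.0485 in MII and 0.0675 in TubA-20. The highest of them were *Wfdc10* in GV at 2.03 FPKM, *Gm10337* in MII at 4.76 and *Gal* in TubA-20 at 4.03, which were picked out after the values had been seen. A gene listed at 0 may still be transcribed, and the reasons for values of 0 were not tested.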

MII/GV and TubA/GV pairs had 13,756 commonly expressed genes, while 718, 723, and 294 differentially expressed genes (DEGs) were unique to GV, MII, and TubA, respectively (Fig. 1B). 

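Across the 21957 genes, log10 of FPKM + 1 had a Pearson r with GV of 0.965 for MII, 0.978 for TubA-10 and 0.936 for TubA-20, with Spearman coefficients of 0.959, 0.964 and 0.944. Keeping only genes with at least 5 FPKM in one of the libraries moved the Pearson r most, to 0.860, 0.911 and 0.762. More than 2-fold from GV, 669 genes were higher and 1832 lower in MII, 163 higher and 1230 lower in TubA-10, and 1670 higher and 2569 lower in TubA-20. A pseudocount of 0.01 moved these numbers most, to 2492 and 4015 in MII, 1762 and 3344 in TubA-10, and 3364 and 5222 in TubA-20. The share of higher genes among all genes past 2-fold was 26.7% in MII, 11.7% in TubA-10 and 39.4% in TubA-20. These shares depended on how the libraries were scaled. With the median change set to 0 the share was 13.7% in MII, 4.2% in TubA-10 and 22.9% in TubA-20. Equal FPKM sums put it at 41.6% in MII and 21.3% in TubA-10, and equal *Gapdh* at 51.0% in MII and 46.6% in TubA-10. The common sum was above those of the deposited values, which raises every value and so also lowers the weight of the pseudocount. Over the 9193 genes with at least 1 FPKM in every library, the median log2 change against GV was 0.13 in MII, 0.14 in TubA-10 and 0.19 in TubA-20. Relative to the median gene, changes against GV are lower by roughly these amounts, and by less at low FPKM because of the pseudocount. Equal FPKM sums raised the median of MII by 0.13, and equal *Gapdh* raised that of MII by 0.20 and that of TubA-10 by 0.23.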

After normalization (Fig. 1C), 2,034 and 693 DEGs in MII/GV pairs were significantly up- and downregulated (R=0.899; log_10_FPKM, FC>2), respectively, whereas 2,065 and 313 DEGs were significantly up- and downregulated, respectively, in TubA20/GV pairs (Fig. 1D). All the DEGs with FC>2 and FDR<0.1 in one comparison were selected for canonical pathway analysis using IPA software. *P*-values were calculated based on the number of DEGs and total mapped genes, as described previously [17].

**Figure 1:**
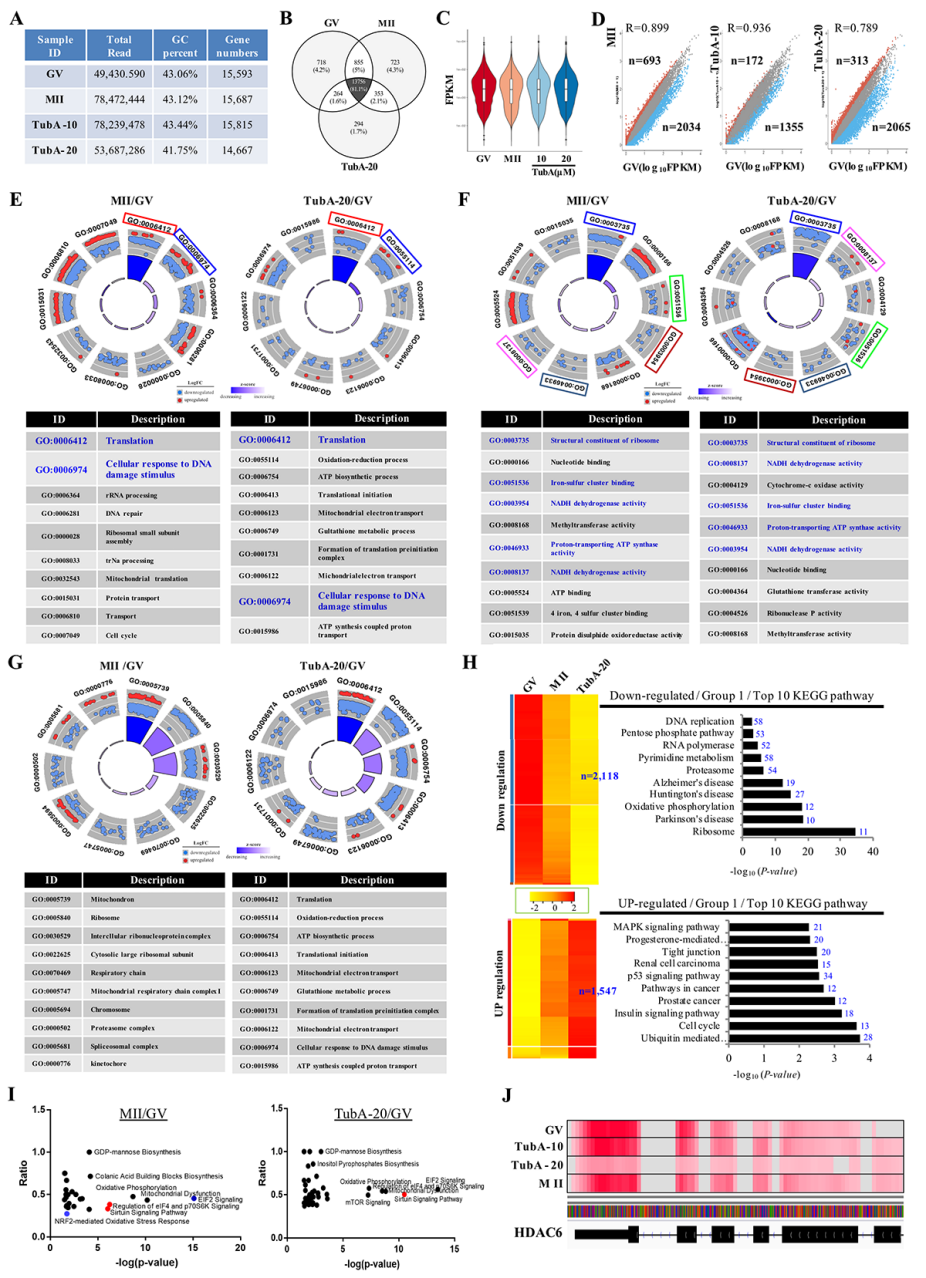
**Gene expression is altered in TubA treated oocytes.** (**A**) Sequence reads and number of unique genes in GV, MII, and the TubA (10 and 20 μM)-treated group. (**B**) Venn diagram showing the overlap between DEGs in GV, MII, TubA-10-, and TubA-20-treated oocytes. (**C**) Violin plots of differential gene expression profiles identified by SCPattern analysis. The *y*-axis indicates normalized expression values, FPKM. The *x*-axis indicates oocyte stage or TubA dosage of each sample. (**D**). Scatterplot comparing the transcriptomes of GV, MII, with or without TubA-10 and/or TubA-20. Blue dots indicate significantly decreased genes, while red dots indicate more highly expressed genes. (**E-G**). GO circle plot analysis of RNA-seq in MII/GV and TubA20/GV pairs. The outer circle shows a scatter plot for each term of the log_10_FC of the assigned genes in each enriched gene ontology (GO) term: biological process (**E**), molecular function (**F**), cellular component (**G**). Red circles display upregulation and blue circles display downregulation by default. The inner ring is a bar plot where the height of the bar indicates the significance of the GO terms (log_10_-adjusted p value), and color corresponds to the z-score: green, decreased; red, increased; and white, unchanged. (**H, I**) Canonical signaling pathways enriched in MT/GV and TubA-20/GV differentially expressed genes (ingenuity pathway analysis [IPA]). The ratio of differentially expressed genes in the pathways is shown for pathways with Benjamini-Hochberg-corrected p values <0.01. Activated or repressed pathways in (**I**) are shown as red and blue dots, respectively. Specific enriched pathways are highlighted. (**J**) Genome browser view depicting differential expression in fragment count for the *Hdac6* gene. At the gene level, overall, there is a large difference between control-GV (or –MII) and TubA-20, as shown in read coverage profiles. Red color indicates abundant transcripts of *Hdac6* mRNA.

### Gene network and IPA analysis

An RNA-seq-based transcriptome analysis was used to investigate key genes involved in abnormal meiosis of mouse oocyte maturation. The most enriched gene ontology (GO) terms for biological process, cellular component, and molecular function using GOplot analysis are shown in Fig. 1E-G, respectively. The common GO terms from MTII/GV and TubA/GV pairs are translation and cellular response to DNA damage stimulus for biological process (Fig. 1E), structural constituent of ribosome, iron-sulfur cluster binding, proton-transporting ATP-synthase activity, and NADH dehydrogenase activity for cellular component (Fig. 1F). However, no common category was found for molecular function (Fig. 1G). Next, we examined the dysregulation of canonical signaling pathways using Ingenuity Pathway Analysis (IPA) and plotted the ratio of dysregulated genes in specific pathways against their *p* value for overrepresentation (Fig. 1H and I). Of note, MII/GV pairs showed a negative feedback loop in EIF2 signaling and the NRF2-mediated oxidative stress response pathway (Fig. 1I, blue color).

An important quality parameter of RNA-seq mapping is the percentage of mapped reads, which is an indicator of the overall RNA-seq accuracy. When reads were mapped against the transcriptome of the *Hdac6* gene, the TubA-20 treated group showed marginally lower multi-mapping read percentages compared to control GV or MII oocytes (Fig. 1J), indicating that TubA is a critical inhibitor of HDAC6 and that our approach was shown to work well with normalized RNA-seq data.

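Of the genes more than 2-fold lower in TubA-20 than in GV, 1721 were also more than 2-fold lower in MII and 848 were not. Of those higher in TubA-20, 577 were also higher in MII and 1093 were not. Set against MII directly, 536 genes were lower and 72 higher in TubA-20. Over 7897 genes with at least 5 FPKM in one library, the changes of MII and TubA-20 against GV had r 0.945, and simulated libraries in which no gene changed gave 0.50, because both changes share the GV values. The largest falls from GV to TubA-20 were those of *Fcf1*, *Fgf8*, *Ppil3*, *Ndufb7* and *Znrd1*, with log2 changes between −4.91 and −4.56. *Fcf1* went from 865 to 27.8 FPKM. The same genes apart from *Znrd1*, together with *Hist1h4h*, had the largest falls from GV to MII, between −3.34 and −3.10. *Nupr1*, *Hamp*, *Desi2*, *Ggnbp2* and *Gng5* rose most from GV to TubA-20, by between 2.01 and 2.37. From GV to MII these were *Rsc1a1*, *Ptp4a1*, *Ubl3*, *Methig1* and *Lyrm4*, and the rise of *Rsc1a1*, 3.49, starts from a GV value of 0.000143 FPKM. Between MII and TubA-20, *Gm813*, *Pfdn6*, *Txnl4b*, *Cox7c* and *Use1* fell most, all to log2 changes of −1.95 or below, while *Gm8186* (2.09), *Gm10146* (1.99), *Nupr1* (1.89), *Gm9803* (1.73) and *Hamp* (1.62) rose most. *Gm8186* and *Gm10146* are processed pseudogenes and *Hist1h4h* is a histone gene, so their values are uncertain because reads may be shared with near-identical copies.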

After RNA-seq quantification of the normalized data, we examined DEG profiles between control (GV or MII) and TubA-treated groups. The number of up- and downregulated DEGs in the top 10 enriched pathways are shown in Supplementary Table 1 and 2. Of note, metabolic-related pathways (pentose phosphate, pyrimidine metabolism, oxidative phosphorylation, and ribosome pathways) in the TubA-treated group were strongly downregulated. However, the top 10 upregulated KEGG pathways in the TubA-treated group were MAPK signaling, progesterone-mediated oocyte maturation, p53 signaling, insulin signaling, and cell cycle (Supplementary Table 1). 

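The KEGG gene sets are not used here, and families were taken by gene symbol. The 83 nuclear genes of the respiratory chain and ATP synthase had a median log2 change against GV of −1.67 in TubA-20, −0.93 in MII and −0.69 in TubA-10. In TubA-20, 65 of them were lower than in GV and 16 higher, 51 and 5 of them by more than 2-fold. None of 10000 random lists of as many genes with similar expression had a median as low, in TubA-20, MII or TubA-10. The count is given as a description of these libraries. Setting the median change of each library to 0 moved the TubA-20 median most, to −1.90. The 78 mitochondrial ribosomal protein genes had medians of −1.69 in TubA-20, −1.18 in MII and −0.91 in TubA-10, and 66 of them were lower in TubA-20 than in GV.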

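The 43 genes of the MAP kinase cascade (*Mapk*, *Map2k*, *Map3k* and *Map4k*) had a median log2 change of −0.07 in TubA-20 against GV, with 22 lower and 18 higher. In 22.3% of the random lists the median was as low. The sign held under all 4 scalings and turned with genes of at least 5 FPKM only, where the median was 0.15. Against MII the median of TubA-20 was −0.12, with 29 of these genes lower and 12 higher.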

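The 55 genes with eIF symbols (*Eif1* to *Eif6*), which include the eIF2 kinases and 4E-binding proteins beside the initiation factors, moved in both directions. In TubA-20, 22 were more than 2-fold lower and 14 more than 2-fold higher than in GV, and in MII 18 were lower and 4 higher by as much. Their median log2 change was −0.08 in TubA-20, where 495 of the random lists were as low, and −0.06 in MII, where 758 were. In TubA-10 it was −0.12, where 14 were as low, and it ranged from −0.23 to 0.02 under the alternatives. Keeping genes with at least 5 FPKM moved the medians of TubA-20 and MII most, to −0.86 and −0.56. The MII median turned positive with equal FPKM sums (0.04) and with equal *Gapdh* (0.11). For the 7 sirtuin genes the median was −1.25 in TubA-20 and −0.58 in MII, with 408 and 1005 random lists as low.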

As shown in Fig. 2B and C, IPA canonical pathway analysis showed that EIF2 signaling, mitochondrial dysfunction, oxidative phosphorylation, regulation of EIF4 and p70S6K signaling, Sirtuin signaling, colanic acid building block biosynthesis, GDP-mannose biosynthesis, mTOR signaling, role of PKR in interferon, induction and antiviral response, tRNA charging, and ERK signaling were simultaneously affected in both the MII/GV and TubA/GV pairs. However, a significant proportion of the genes in TubA-treated oocytes were enriched in cell cycle-related pathways (cyclins and cell cycle regulation, role of BRCA1 in DNA damage response, CHK proteins in cell cycle checkpoint control, cell cycle regulation by BTG family proteins, cell cycle G1/S checkpoint regulation, G2/M DNA damage checkpoint regulation, and MAPK/ERK signaling). 

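The 12 genes of cyclins A, B, D, E, G and H had a median log2 change against GV of 0.62 in TubA-20, 0.37 in MII and 0.35 in TubA-10. In TubA-20, 9 of them were higher than in GV and 2 lower, and 248 random lists had a median as high. Keeping genes with at least 5 FPKM moved the TubA-20 median most, to 0.88. Against MII the TubA-20 median was 0.08 and turned negative with equal FPKM sums, upper quartiles or *Gapdh*.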

The observed dysregulation of these genes would be expected to prolong cell cycle checkpoint signaling leading to a further delay or block in entry into meiosis.

**Figure 2:**
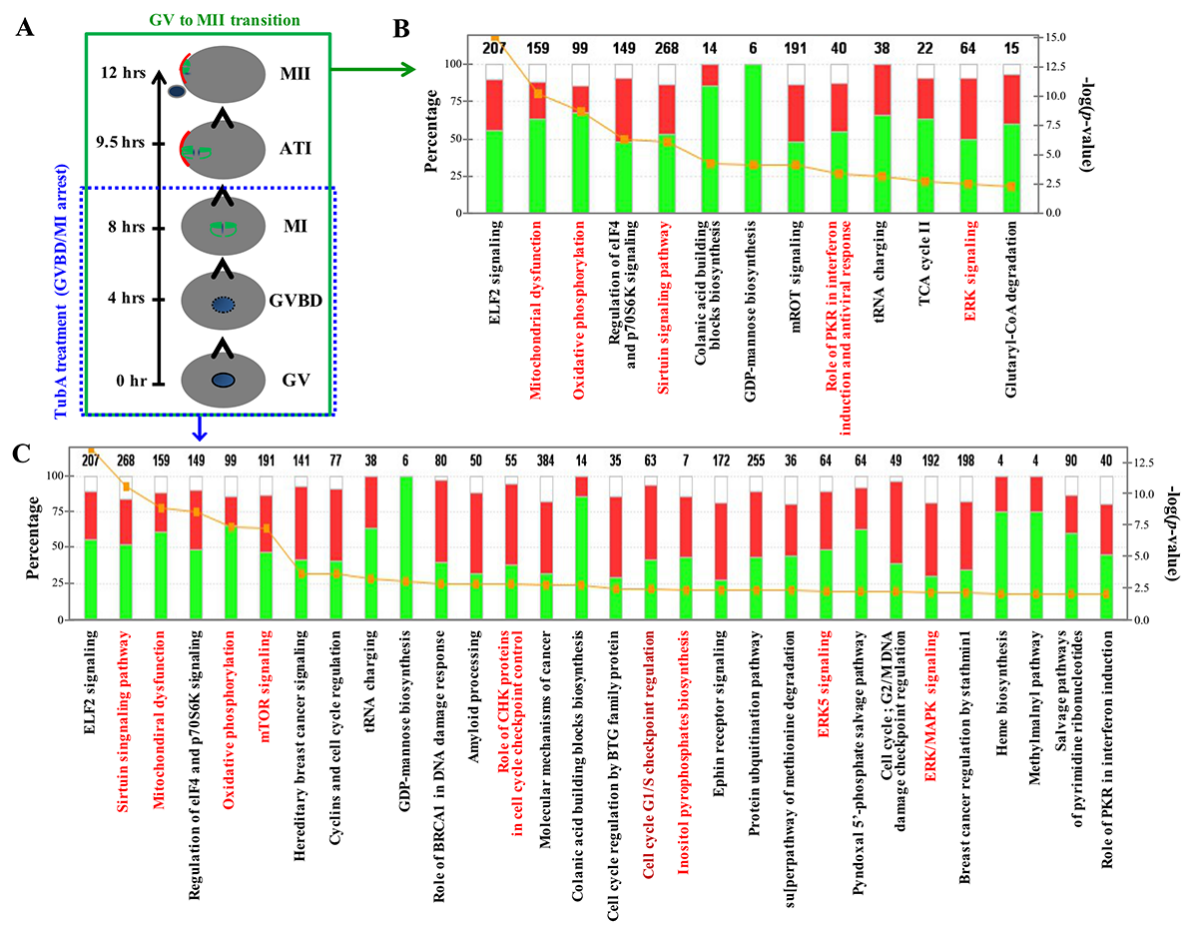
**Major canonical pathways influenced TubA in control MII/GV and TubA/GV pairs.** (**A**) Time schedule of control GV to MII oocyte transition. (**B, C**) Ingenuity pathway analysis (IPA) and functional categorization of the top selected genes by RNA-Seq of control MII/GV (B) and TubA/GV (C) pairs. The secondary Y-axis shows the -log (p-value) of the probability for genes in a data set to associate with identified pathways by chance. A threshold p value of 0.05 is presented as a yellow dotted line. The ratio of the number of genes from the data set that map to a given pathway divided by the total number of genes that map to the canonical pathway is shown as a solid line.

### TubA effect is not solely mediated by HDAC6-specific inhibition in mouse oocytes

TubA-treated oocytes underwent GBVD on schedule, but the meiosis I to meiosis II transition was impaired (Fig. 3A). Given that TubA is known as a specific inhibitor of HDAC6 [6], we examined whether inhibition or blocking the GV to GVBD or MI (or ATI) transition observed with TubA treatment resulted from disruption of *Hdac6*-specific gene expression. As shown in Fig. 3B and C, the expression of *Hdac6* in control MII-stage oocytes was marginally lower compared to control GV-stage oocytes, whereas *Hdac6* mRNA levels in TubA-treated groups were significantly decreased compared to control GV- or MII-stage oocytes. 

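*Hdac6* (X chromosome, 7930120 to 7947889) was at 4.44 FPKM in GV, 3.74 in MII, 3.00 in TubA-10 and 1.86 in TubA-20. Against GV its log2 change was −0.20 in MII, −0.44 in TubA-10 and −0.93 in TubA-20, and against MII it was −0.25 in TubA-10 and −0.73 in TubA-20. None of these passed 2-fold on the scale of FPKM + 1. A pseudocount of 0.01 moved the change from GV to TubA-20 most, to −1.25. That change also passed 2-fold with a pseudocount of 0.1 (−1.21), with the median change set to 0 (−1.07) and with equal FPKM sums (−1.04), the last through the lower weight of the pseudocount. Against MII it passed 2-fold in TubA-20 only with the pseudocount of 0.01, at −1.01.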

Similar results were obtained for *Hdac10* and *11* mRNA expressions, although the expression of these genes during the GV to MII transition in the control group was marginally higher than the TubA-treated group. 

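*Hdac10* (chromosome 15, 89123307 to 89128700) and *Hdac11* (chromosome 6, 91156665 to 91174692) stayed below 1 FPKM in all 4 libraries. *Hdac10* went from 0.729 FPKM in GV to 0.132 in MII, 0.0600 in TubA-10 and 0.0574 in TubA-20, and *Hdac11* from 0.525 to 0.141, 0.504 and 0.212. At such values FPKM + 1 hides most of a change. The log2 changes from GV to TubA-20 were −0.71 and −0.33, and with a pseudocount of 0.01 they were −3.45 and −1.27. Between MII and TubA-20 *Hdac11* changed by 0.09, and from GV to TubA-10 by −0.02, which turned positive with equal FPKM sums or *Gapdh*. The FPKM of *Hdac11* are too low for a statement about direction here.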

Although *Hdac9* mRNA expression during the GV to MII transition showed a small decrease in the control group, expression in the TubA-treated group increased slightly or was not altered compared to the control during the GV to MII transition. Therefore, our RNA-seq analysis indicates that significant changes in the expression of these mRNAs, as well as the observed abnormal oocyte maturation, were closely related to TubA treatment.

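*Hdac9* (chromosome 12, 34047580 to 34917095) rose from 1.44 FPKM in GV to 3.91 in MII, 2.87 in TubA-10 and 3.81 in TubA-20. Its log2 change against GV was 1.01 in MII, 0.67 in TubA-10 and 0.98 in TubA-20, and that of TubA-20 against MII was −0.03. The rise in MII fell short of 2-fold with the median change set to 0, at 0.90. The rise in TubA-20 passed 2-fold with pseudocounts of 0.1 and 0.01 (1.35 and 1.40) with equal *Gapdh* (1.04) and, again through the pseudocount, with equal FPKM sums (1.10).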

**Figure 3:**
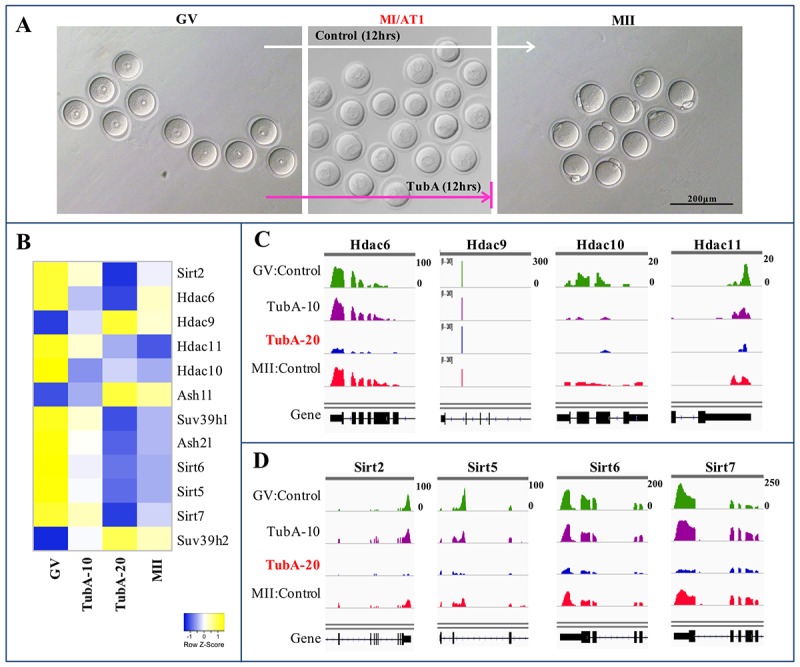
**Heatmap and IGV of DEGs in control GV, TubA (10 and 20 µM)-treated, and MII oocytes.** (**A**) A representative oocyte of control-GV, TubA-treated (10 and 20 μM), and control-MII-stage oocytes. Of note, control mouse GV oocytes can undergo meiotic maturation *in vitro*, whereas 20 μM of TubA supplementation inhibited progression through the MI (or AT1) to MII transition in mouse oocytes. (**C, D**) Visualization of mRNA expression enrichment of the Class IIb *Hdac* and Class III sirtuin loci using IGV.

Of the pathways analyzed, the Sirtuin signaling pathway exhibited the highest *p* value (*p* = 2×10^−17^), and is predicted to be activated in the TubA‐treated samples (Fig. 2C). Consequently, we examined Sirtuin family-related gene expression and found that TubA was not selective for HDAC6 alone, instead inhibiting both Class II (*Hdac6* and *9*) and III HDACs (*Sirt2, 5, 6*, and *7*) (Fig. 3B-D). 

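In the order GV, MII, TubA-10 and TubA-20, *Sirt2* (chromosome 7, 28766735 to 28788661) was at 6.77, 4.18, 6.19 and 1.97 FPKM, *Sirt5* (chromosome 13, 43365496 to 43395203) at 13.9, 4.96, 7.89 and 2.98, *Sirt6* (chromosome 10, 81621785 to 81627797) at 33.8, 10.0, 15.8 and 7.78, and *Sirt7* (chromosome 11, 120618372 to 120625240) at 36.2, 21.7, 30.1 and 14.7. The log2 changes of TubA-20 against GV were −1.39, −1.90, −1.99 and −1.25 in that order of genes, and against MII they were −0.80, −0.58, −0.33 and −0.54. From GV to MII all 4 genes fell as well (−0.58, −1.32, −1.66 and −0.71), and all 4 were higher in TubA-10 than in MII. From GV to TubA-10 the small falls of *Sirt2* (−0.11) and *Sirt7* (−0.25) turned to 0.12 and 0.00 with equal *Gapdh*. *Sirt6* passed 2-fold in TubA-10 at −1.05, but not with equal FPKM sums (−0.99) or equal *Gapdh* (−0.79). *Sirt2* passed 2-fold between MII and TubA-20 with a pseudocount of 0.1 (−1.05) or 0.01 (−1.08) and with equal FPKM sums (−1.01), which act partly through the pseudocount. From the expression of these sirtuin genes and of the class II genes *Hdac6* and *Hdac9*, the paper concludes that TubA did not act on HDAC6 alone. The values are mRNA levels and do not measure deacetylase activity.

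**Figure D1:**
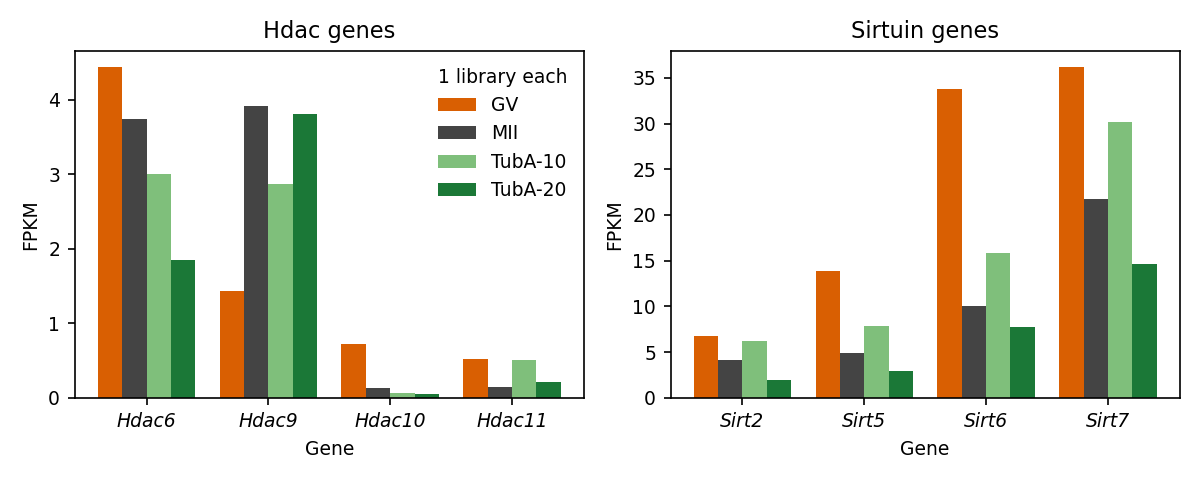
FPKM of *Hdac6*, *Hdac9*, *Hdac10* and *Hdac11* (left) and of *Sirt2*, *Sirt5*, *Sirt6* and *Sirt7* (right) in GV, MII, TubA-10 and TubA-20. The x axis gives the gene and the y axis FPKM, from 1 library each.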

Previous data suggested that a specific Sirt2 inhibitor blocked the progression of GVBD during *in vitro* oocyte maturation [18] and that *Sirt2* knockdown resulted in abnormal spindle and chromosome alignment during meiosis [19]. Furthermore, *Sirt6* or *7* deficiencies lead to replication stress, an important source of endogenous DNA damage [20,21]. Therefore, TubA-induced spindle or chromosome organization failure may be due to reduced *Sirt2*, *5*, *6*, and *7* mRNA expressions.

### Effects of TubA on the expression of oocyte maturation-related genes

To examine cyclin-dependent kinase gene expression (*Cdk1, Cdk2, Cdk4,* and *Cdk6*), we visualized the enrichment of each mRNA expression at the candidate gene loci using Integrative Genomics Viewer (IGV). As shown in Fig. 4A, expression of these mRNAs in TubA-treated oocytes was significantly reduced compared to the control GV- or MII-stage oocytes. 

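*Cdk1* (chromosome 10, 69335146 to 69352938) was at 179 FPKM in GV, 44.2 in MII, 121 in TubA-10 and 15.5 in TubA-20. Its log2 change in TubA-20 was −3.45 against GV and −1.45 against MII, while TubA-10 was higher than MII by 1.43. *Cdk2* in TubA-20 was at −1.99 against GV and −1.24 against MII, and *Cdk4* at −2.54 and −0.68. *Cdk6* was at 1.07 FPKM in GV and 0.337 in TubA-20, and its change of −0.63 against GV became −1.63 with a pseudocount of 0.01, with −0.02 against MII. From GV to TubA-10, *Cdk4* changed by −1.72, and the small falls of *Cdk2* and *Cdk6* (−0.11 and −0.04) turned positive with equal *Gapdh*. All 4 genes fell from GV to MII, by between 0.61 (*Cdk6*) and 2.00 (*Cdk1*).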

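The phosphatase gene *Cdc25b* (chromosome 2, 131186949 to 131198497) was at 11.2 FPKM in GV, 17.7 in MII, 14.5 in TubA-10 and 6.62 in TubA-20. The log2 change from GV was 0.62 in MII, 0.35 in TubA-10 and −0.67 in TubA-20, and from MII to TubA-20 it was −1.30.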

Even though mRNA expression levels of *Cdk1, Cdk2, Cdk4, Cdk6,* and *Cdc25b* in the TubA-treated groups showed a significant decrease, CDK1 and Cyclin B protein content in the TubA-treated groups increased continuously in a time-dependent manner (Fig. 4B) compared to the control. Previously, it was reported that protein synthesis rates were significantly reduced during oocyte maturation [22], indicating that the failure of developing oocytes in transition from the GV to MI or MI to MII stage following TubA treatment may be correlated with impaired CDK and Cyclin B accumulation; this may disrupt the nuclear shape and chromatin organization and subsequently lead to DNA damage accumulation and senescence. Furthermore, 19 genes involved in degradation through the 26S proteasome pathway (*Psmb5*, *Psmf1*, *Psmb4*, *Psmd14*, *Psmb7*, *Psmc5*, *Psmd13*, *Psmb6*, *Psma6*, *Psmc4*, *Psmb1*, *Psme2*, *Psmc3*, *Psmc2*, *Psmc1*, *Psma3*, *Psmd4*, *Psmd6*, and *Psmd8*), showed significantly decreased expression levels in the TubA/GV compared to the MII/GV pair (Supplementary Table 2). This may also explain why protein levels increased despite the downregulation of mRNA expression after TubA supplementation.

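All 19 named proteasome genes were more than 2-fold lower in TubA-20 than in GV, from −4.21 for *Psmb7* to −1.17 for *Psmd13*, and 17 were more than 2-fold lower in MII. Their median FPKM was 228 in GV, 60.7 in MII, 75.3 in TubA-10 and 30.1 in TubA-20. The median log2 change against GV was −2.26 in TubA-20, −1.68 in MII and −1.33 in TubA-10. In each of these libraries 0 random lists had a median as low. Setting the median change to 0 moved the TubA-20 median most, to −2.47. Against MII the median of TubA-20 was −0.60, with 18 of the 19 genes lower. The exception, *Psmd4*, was higher by 0.06 and lower under all 4 scalings (−0.10 to −0.03). These genes were chosen on the same libraries, so their medians are no independent evidence. All 48 genes with *Psm* symbols, activators and assembly factors included, had a median of −0.77 in TubA-20 and −0.62 in MII. As low were 0 random lists in either library. In TubA-20, 33 of these genes were lower and 14 higher than in GV. A pseudocount of 0.01 moved the TubA-20 median most, to −1.42. With random lists matched on GV alone, 259 lists were as low.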

**Figure 4:**
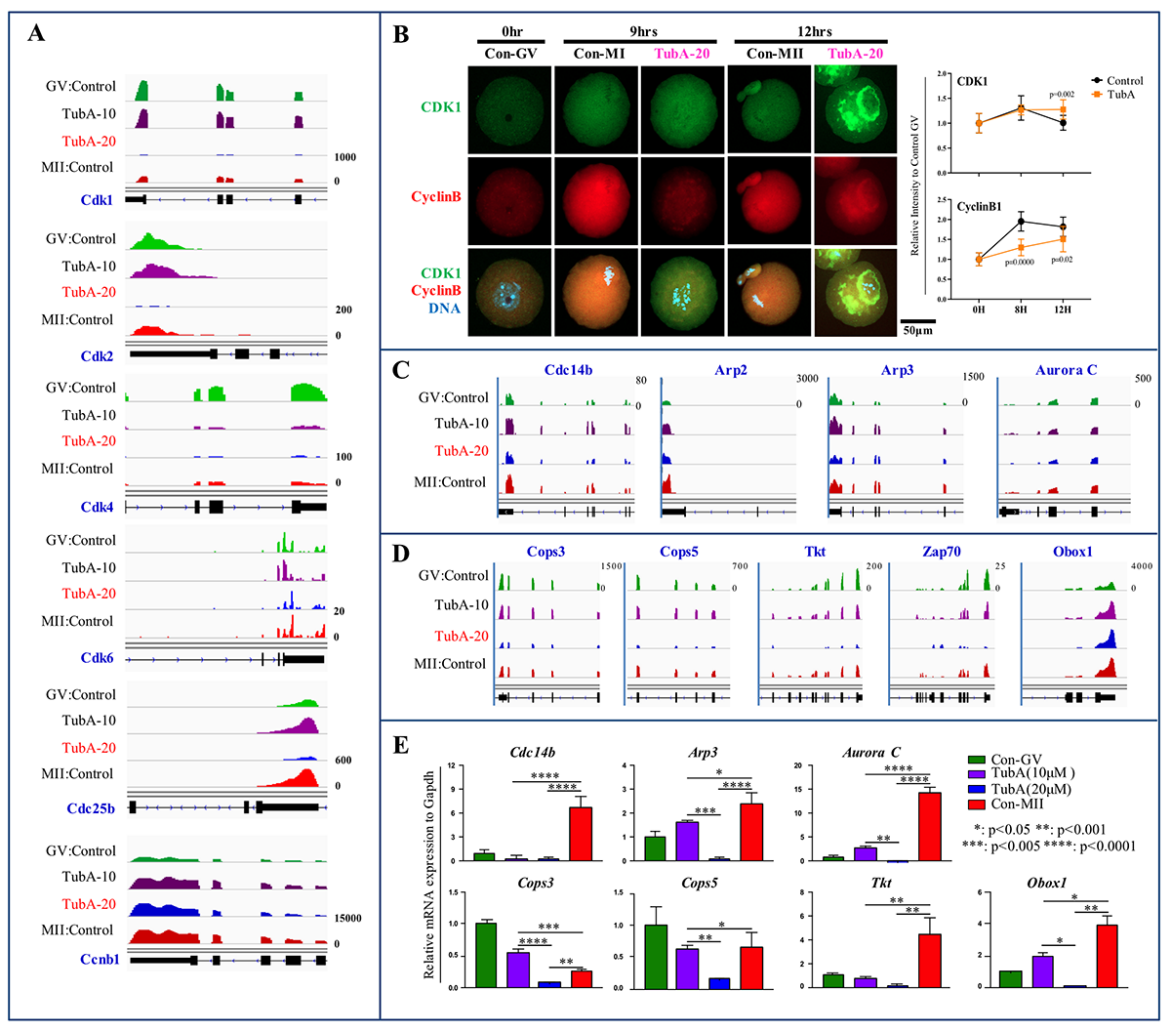
**Mechanistic target of maturation promoting factor (MPF) signaling is dysregulated in TubA-treated oocytes.** (**A**) Cyclin-dependent kinase (*Cdk1*, *2*, *4*, *6, Cdc25b*, and *Ccnb1*) mRNA expression profiles using IGV. (**B**) Confocal immunofluorescence analysis of CDK1 (green) and Cyclin B (red) in oocytes with/without TubA exposure during *in vitro* maturation at 0 h, 9 h, and 12 h. The experiment was repeated three times. DNA was stained with DAPI (blue). Right indicates quantification of each staining density. (**C, D**) mRNA expression profiles of cytokinesis- and MI arrest-related factors in mouse oocyte profiles in matched pairs of TubA (10 or 20 μM)-treated (TubA/GV pairs) versus untreated control groups (MII/GV pairs). (**E**) Confirmation of DEGs obtained from RNA-seq. Bar graph showing relative gene expression obtained from qRT-PCR analysis of selected genes. *, **, ***, and **** represent genes displaying statistically significant changes in expressions.

We next determined the effects of TubA on the expression of factors involved in the GVBD to MI transition (or MI to AT1 transition) arrest. As shown in Fig. 4C and D, the expression of MI arrest-related genes (*Cops3*, *Cops5*, *Tkt*, *Zap70*, and *Obox5*) and cytokinesis-related gene (*Arp2*, *Arp3*, *Aurora C*, and *Cdc14b*) in TubA-treated oocytes was significantly reduced compared to the control. 

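Arp2, Arp3 and Aurora C are the products of *Actr2*, *Actr3* and *Aurkc*. Of the genes tied to MI arrest, *Cops3* was at 63.6 FPKM in TubA-20, *Cops5* at 24.1, *Tkt* at 3.97 and *Zap70* at 0.545. Their log2 changes in TubA-20 were −1.23, −1.75, −1.52 and −1.23 against GV and −0.19, −0.77, −0.79 and −0.34 against MII. *Obox5* was higher in TubA-20 than in GV by 0.84 and than in MII by 0.44, which is uncertain because reads may be shared with near-identical *Obox* copies. *Actr2*, *Actr3*, *Aurkc* and *Cdc14b* were higher in TubA-20 than in GV by 1.04, 0.49, 0.76 and 0.12, apart from *Cdc14b* with the median change set to 0 (−0.06). *Actr2* fell short of 2-fold with the median change set to 0 (0.82) and with equal upper quartiles (0.98). Against MII their changes were −0.13, −0.06, 0.66 and −0.01, so *Aurkc* alone was higher. In TubA-10, *Actr2*, *Actr3* and *Cdc14b* were higher than in GV (0.71, 0.43 and 0.31), and *Aurkc* was lower by 0.25 except with equal *Gapdh* (0.02).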

Considering a relative increase in these transcript levels was observed during the GV to MII transition in control oocytes, a significant reduction in the levels of these transcripts in the TubA-treated group may result in the failure of spindle or chromosome organization during oocyte maturation. Additionally, there was a significant decrease in RNA polymerase (*Popr3h*, *Polr2e*, *Polr3k*, *Polr1e*, *Polr2l*, *Polr1d*, *Polr2k*, *Polr2i*, *Znrd1*, *Polr3a*, *Polr1c*, and *Polr3c*)- and DNA replication (*Rpa2*, *Pold4*, *Rfc3*, *Rfc4*, *Ssbp1*, *Rfc2*, *Pold2*, *Rnaseh2a*, *Fen1*, *Rnaseh2c*, and *Mcm5*)-related genes in the TubA/GV pair. Furthermore, gene expression related to cell structure (*Tubb1a*, *Tubb2b*, and *Tubb6*), mitochondrial activation (*Atp5D*, *Atp5E*, *Atp5h*, *Atp5k*, *Atp5j*, *Atp5O*, *Atp6v0d1*, *Ndufs6*, *Ndufs5*, *Ndufs8*, *Ndufs3*, and *Ndufs2*), pyrimidine metabolism (*Dtymk*, *Upp1*, *Znrd1*, *Tk2*, *Tyms*, *Nt5m*, *Nt5c3*, *Uck2*, *Entpd1*, *Nudt2*, *Nme6*, *Umps*, *Nme3,* and *Nme1*), and the pentose phosphate pathway (*Aldoa*, *Pgm2*, *Pgls*, *G6pdx*, *Fbp1*, *Pfkp*, *Dera*, *Tkt*, *Fbp2*, and *Gpi1*) also exhibited a significant decrease (Supplementary Table 2). Together, these observations suggest that TubA-treated oocytes may arrest at the MI stage due to reduced metabolism induced by the TubA treatment.

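From GV to MII, *Cops3* went from 151 to 72.8 FPKM, *Cops5* from 83.4 to 41.8, *Tkt* from 13.3 to 7.56 and *Zap70* from 2.62 to 0.951. The log2 changes were −1.04, −0.98, −0.74 and −0.89. *Cops3* did not pass 2-fold with equal FPKM sums, upper quartiles or *Gapdh* (−0.91, −0.98 and −0.81), *Cops5* passed it with the median change set to 0 (−1.12), and *Zap70* with pseudocounts of 0.1 and 0.01 (−1.37 and −1.45). *Obox5* rose by 0.41, *Actr2* by 1.17, *Actr3* by 0.55, *Cdc14b* by 0.13 and *Aurkc* by 0.10, which turned to −0.05 for *Aurkc* with the median change set to 0.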

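Of the 12 RNA polymerase genes, *Znrd1* fell most from GV to TubA-20 (−4.56), and *Polr3k* changed by −1.14. The median log2 change of the 12 against GV was −1.65 in TubA-20, −1.15 in MII (−0.94 with equal *Gapdh*) and −0.73 in TubA-10. In that order 11, 16 and 21 random lists were as low. The 11 DNA replication genes were all more than 2-fold lower in TubA-20 than in GV, from −3.68 for *Rnaseh2a* to −1.25 for *Rfc4*. Their medians were −2.20 in TubA-20, −1.54 in MII and −1.06 in TubA-10 (−0.81 with equal *Gapdh*). In that order 2, 1 and 3 random lists were as low. Against MII, 10 of the 11 were lower in TubA-20. *Rfc3* was higher by 0.05 and lower under all 4 scalings, by up to 0.11. Both lists were chosen on these libraries. The 27 genes taken by RNA polymerase symbols, without *Znrd1*, had a median of −0.94 in TubA-20 against GV, with 20 lower, 7 higher and 17 random lists as low. The 29 replication genes of the MCM, ORC, RFC, RPA and DNA polymerase families had a median of 0.01, with 14 lower, 15 higher and 1723 random lists as low. With lists matched on GV alone 4816 were as low, and with no matching 9620. This median turned negative with equal upper quartiles (−0.05), equal FPKM sums, or a median change of 0 (−0.21). Keeping genes with at least 5 FPKM raised it to 0.24.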

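*Tubb2b* went from 35.1 FPKM in GV to 13.6 in MII and 2.98 in TubA-20, and *Tubb6* from 238 to 129 and 63.0. Their log2 changes in TubA-20 were −3.18 and −1.90 against GV and −1.87 and −1.02 against MII. No gene of the table has the symbol *Tubb1a*. The 12 mitochondrial genes were all more than 2-fold lower in TubA-20 than in GV, from −3.51 for *Atp5o* to −1.12 for *Ndufs5*, and their median log2 change was −2.73 in TubA-20, −1.63 in MII and −1.35 in TubA-10. The median was −1.75, −1.05 and −0.85 for the 14 pyrimidine genes, and −1.73, −0.89 and −0.92 for the 10 pentose phosphate genes. As low as the TubA-20 medians were 0, 3 and 10 random lists. As low as the MII medians were 0, 11 and 147, and as low as those of TubA-10 were 0, 3 and 9. The pyrimidine median in MII did not pass 2-fold with equal FPKM sums (−0.93), upper quartiles (−0.99) or *Gapdh* (−0.83), and the pentose phosphate medians of MII and TubA-10 passed it with the median change set to 0 (−1.02 and −1.07). Between MII and TubA-20 the medians were −1.08, −0.91 and −0.52, with every mitochondrial and pyrimidine gene and 9 of the 10 pentose phosphate genes lower. *Pgm2* was higher in TubA-20 than in GV by 1.04 (0.83 with the median change set to 0) and than in MII by 0.40. The study chose these lists on the same libraries as well.

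**Figure D2:**
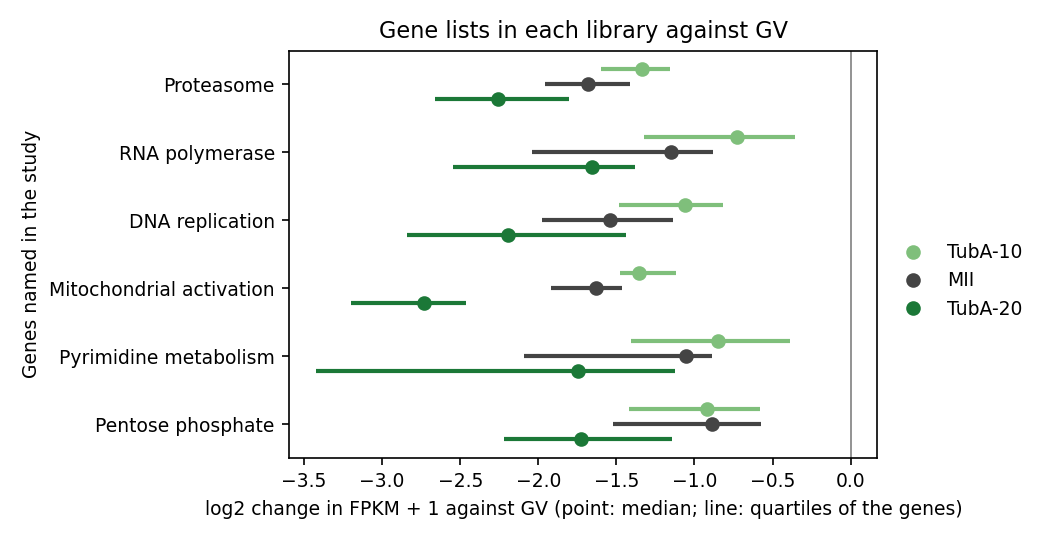
Log2 change in FPKM + 1 against GV of the genes named in the study for the proteasome, RNA polymerase, DNA replication, mitochondrial activation, pyrimidine metabolism and pentose phosphate, in TubA-10, MII and TubA-20. Points are medians and lines quartiles of the genes on the x axis. The y axis gives the list.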

For verification of the RNA-seq data, the expression levels of these RNAs were quantified using quantitative real time reverse transcription PCR (RT-qPCR). For these experiments, a separate group of TubA-treated or control GV- or MII-stage oocytes was prepared under the same experimental conditions used for the RNA-seq analysis. For validation, we examined the expression of MI arrest-related genes (*Cops3*, *Cops4*, *Tkt*, *Zsp70*, and *Obox1*) and cytokinesis-related genes (*Cdc14b*, *Arp2*, *Arp3*, and *Aurora C*). As shown in Fig. 4E, we found that the expression of the selected mRNAs detected by RT-qPCR agree with the RNA-seq data.

### Effects of TubA on nucleolar activity

The nuclear structures responsible for ribosome biogenesis are nucleoli. To examine the roles of TubA in ribosome biogenesis, we performed an analysis of gene set enrichment using KEGG pathway mapping. 

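*Rps13* (chromosome 7, 116331505 to 116334195) was at 1091 FPKM in GV, 222 in MII, 403 in TubA-10 and 91.7 in TubA-20. Together with *Rps6*, *Rps10*, *Rps15*, *Rps18*, *Rps19* and *Rps20* it was more than 2-fold lower than GV in MII, between −2.65 (*Rps15*) and −1.93 (*Rps10*), and in TubA-20, between −3.68 (*Rps15*) and −2.37 (*Rps10*). These 7 genes were lower in TubA-20 than in MII, with *Rps13* (−1.27), *Rps15* (−1.03) and *Rps18* (−1.11) past 2-fold. Ribosomal protein genes have many processed pseudogenes, and their values are uncertain because reads may be shared between near-identical copies.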

The “ribosome” pathway was the top differentially expressed pathway with both the control (MII/GV) and TubA/GV pairs (Fig. 5A), with genes encoding ribosomal subunits such as *Rps5*, *6*, *10*, *13*, *15*, *17*, *18*, *19,* and *20* presenting significant reductions (Fig. 5B, left). 

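By symbol, 88 cytoplasmic ribosomal protein genes were found, of which 87 had at least 1 FPKM in one library. Their median log2 change was −1.79 in MII against GV, with 0 random lists as low, and the median FPKM of the 87 went from 533 in GV to 134 in MII. In MII 86 of the genes were lower than in GV, 69 of them by more than 2-fold, and *Rps27l* alone was not, an exception picked out after the values had been seen. Under the 4 scalings between 81 and 86 were lower.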

Of the 73 transcripts that encode cytoplasmic ribosomal proteins from both the large and small ribosomal subunits, most transcripts in the control MII-stage oocytes showed a significant decrease compared to control GV oocytes. 

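In TubA-20 the median FPKM of the ribosomal protein genes was 79.1, and in TubA-10 it was 154. Their median log2 change against GV was −2.37 in TubA-20 and −1.46 in TubA-10, with 83 and 80 of the genes lower, 71 and 65 of them by more than 2-fold. Setting the median change to 0 moved the TubA-20 median most, to −2.59. Against MII the median of TubA-20 was −0.60, with 72 of the 87 genes lower and 15 lower by more than 2-fold. The remaining 15 were higher, and between 72 and 77 genes were lower under the 4 scalings. In TubA-10 only 16 of the genes were lower than in MII, and between 13 and 20 under the scalings.

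**Figure D3:**
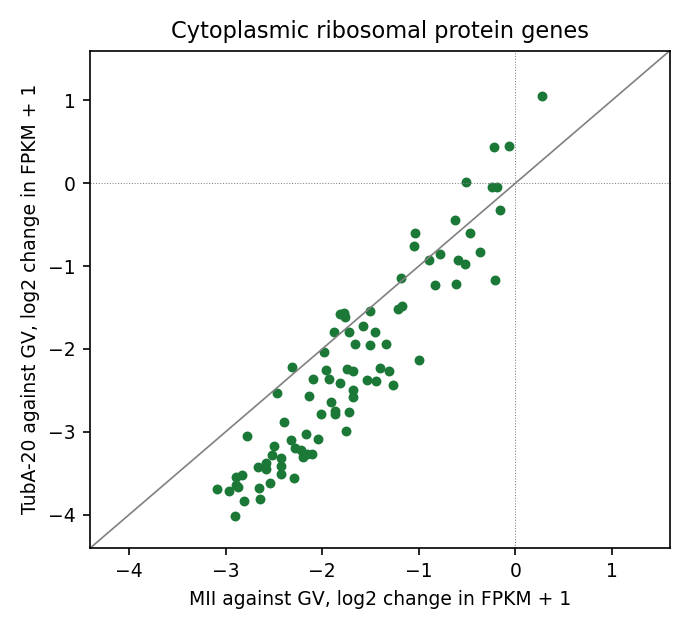
Log2 change in FPKM + 1 from GV to MII (x axis) and from GV to TubA-20 (y axis) of the 87 ribosomal protein genes with at least 1 FPKM in one library. The diagonal marks equal changes.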

Notably, TubA-treated groups showed a greater reduction in mRNAs encoding these ribosomal proteins, with a few exceptions (Right, Fig. 5B). 

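*Polr1e* (chromosome 4, 45018583 to 45036565) was at 20.8 FPKM in GV, 5.09 in MII, 7.97 in TubA-10 and 5.03 in TubA-20. *Polr1d* (chromosome 5, 147077050 to 147111597) was at 225, 119, 195 and 67.1, and *Polr1c* (chromosome 17, 46243920 to 46248054) at 23.9, 11.5, 16.5 and 8.91. Their log2 changes from GV to TubA-20 were −1.85, −1.73 and −1.33, and from GV to MII −1.84, −0.91 and −0.99. The MII changes of *Polr1d* and *Polr1c* passed 2-fold with the median change set to 0 (−1.06 and −1.12), and that of *Polr1c* also with a pseudocount of 0.1 (−1.05). From MII to TubA-20 the changes were −0.01, −0.81 and −0.34.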

As shown in Supplementary Table 2, P*olr1e*, *Polr1d*, and *Polr1c* mRNA expression in the TubA/GV pair was significantly downregulated compared to the MII/GV pair. Furthermore, *Rpl3*, *Rpl5*, *Rpl11*, and *Rpl23* gene expressions as well as *p53*, *Mdm2*, *E2fs*, and *c-myc* in TubA/GV pair are significantly altered, compared to MII/GV pair (Fig.5B and Fig.6). 

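From GV to TubA-20 the log2 change was −3.16 for *Rpl3*, −1.21 for *Rpl5*, −0.83 for *Rpl11* and −2.41 for *Rpl23*. From GV to MII the changes were −2.50, −0.61, −0.37 and −1.81. *Rpl11* passed 2-fold in TubA-20 with the median change set to 0, at −1.05. *Trp53*, which encodes p53, rose by 1.21 in TubA-20 and 0.74 in MII, and *Mdm2* by 1.17 and 0.90. The median change of 0 took both below 2-fold in TubA-20 (0.99 and 0.95), and equal FPKM sums (1.04) or equal *Gapdh* (1.13) took *Mdm2* past it in MII. Among the E2F genes, *E2f4* and *E2f5* were higher than GV by 1.42 and 1.43 in TubA-20 and by 0.88 and 1.26 in MII, with 1.02 and 1.11 for *E2f4* in MII under equal FPKM sums and equal *Gapdh*. *E2f8* was higher by 0.66 and 0.62, past 2-fold in TubA-20 with pseudocounts of 0.1 and 0.01 (1.06 and 1.12) and in MII with 0.01 (1.05). *E2f1* changed by 0.45 in TubA-20 and −0.16 in MII, with the latter at 0.06 under equal *Gapdh*. *E2f2* changed by −0.09 and 0.07, which became −0.06 in MII with the median change set to 0. *E2f3*, *E2f6*, *E2f7* and *Myc* stayed below 1 FPKM in all 4 libraries, too low for a statement about direction.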

Considering that initiation of RNA synthesis is associated with a characteristic remodeling of the nucleolar architecture, TubA may disrupt remodeling of the nucleolar architecture during oocyte maturation. As a result, perturbation of ribosome biogenesis in developing oocytes by TubA treatment may cause nucleolar stress, leading to cell cycle arrest in a p53-dependent manner.

**Figure 5:**
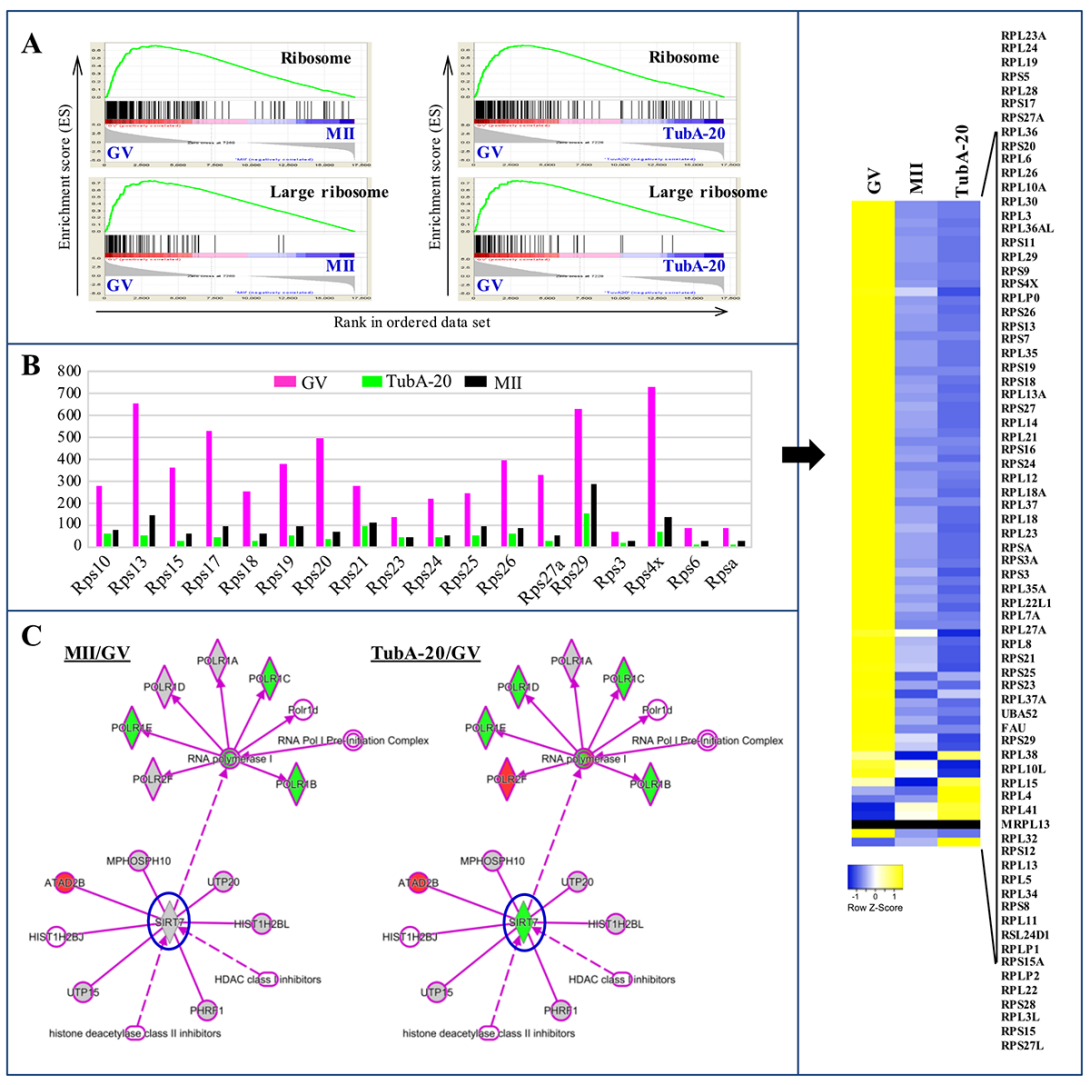
**Ribosome biosynthesis in GV, MII, and TubA-treated oocytes.** (**A**) GSEA plots showing preferential downregulation of the KEGG ribosome in matched pairs of TubA20 treated (TubA/GV pairs) versus untreated control (MII/GV pairs). (**B**) Expression of ribosome biosynthesis-related functional genes in GV-, TubA-20 treated, and MII-stage oocytes. Y-axis shows the FPKM values of genes inferred from the transcriptome data. Right indicates a heatmap showing DEGs of *Rps* family genes in GV, MII, and TubA-treated oocytes. (**C**) IPA analysis of MII/GV and TubA/GV pairs. Shapes and lines are color-coded based on predicted associations and functions. Green and red indicate up- and downregulated gene expression.

**Figure 6:**
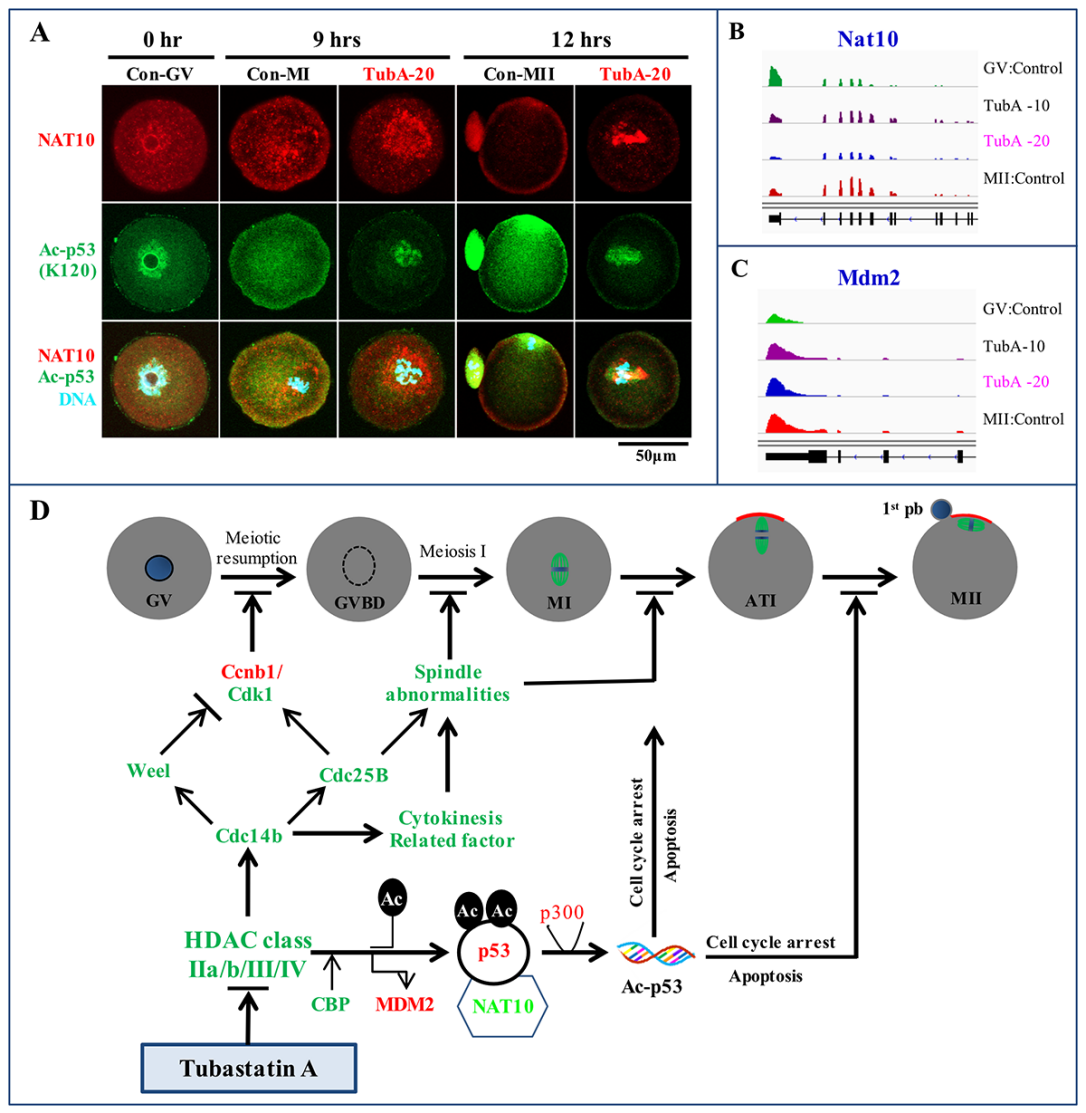
**Immunofluorescence analysis and a putative TubA mechanism in mouse oocytes.** (**A**) Confocal immunofluorescence analysis of NAT10 and Ac-p53 expression at K120. The experiment was repeated three times. (**B, C**) Visualization of *Nat10* and *Mdm2* mRNA expression profiles using the IGV. (**D**) An underlying mechanism to explain TubA roles during oocyte maturation in the mouse. Green or red colors indicate mRNAs and proteins expression down- or up-regulated by TubA treatment, respectively.

Previous studies reported that SIRT7 was the only sirtuin localized to nucleoli [23,24] and that SIRT7 depletion led to hyperacetylation of H3K18 in the promoters of the *Rps20*, *Rps7*, *Rps14*, *Nme1*, and *Cops2* genes [25]. In this study, we found that *Cops3*, *Cops5*, and *Sirt7* gene expression was significantly downregulated (Fig. 3D and Fig. 4D). Considering that Sirt7 may be a positive regulator of rDNA transcription via its association with RNA Polymerase I [26], we propose that reduced rDNA transcription in TubA-stimulated oocytes may be associated with Sirt7 and linked to replicative senescence, which may be responsible for inducing oocyte aging (Fig. 5C).

### Effects of TubA on the regulation of NAT10, a nucleolar protein

In control oocytes, NAT10 protein expression patterns was changed from the nucleolus in GV oocytes to the cytoplasm in MI oocytes, and the membrane and first polar body of MII-stage oocytes (Fig. 6A). Nine hours after TubA supplementation, however, NAT10 protein staining was strongly localized to the peri-nucleus including the cytoplasm. After 12 h, NAT10 protein staining became limited to the peri-chromosomes. Of note, Ac-p53 (K120) staining patterns in both the control and TubA-treated groups were very closely correlated with those of NAT10. In addition, *Nat10* mRNA expression in the TubA-treated groups decreased slightly, whereas *Mdm2* mRNA expression was similar to control MII-stage oocytes (Fig. 6B and C). Collectively, immunostaining patterns in the TubA-treated groups demonstrate that nuclear NAT10 and Ac-p53 (K120) were correlated with the poorest outcome of meiotic exit compared to cytoplasmic and membrane-associated NAT10 and Ac-p53 (K120), indicating that the subcellular distribution may be important for the progression of meiotic oocyte maturation.

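*Nat10* (chromosome 2, 103721256 to 103761270) was at 15.9 FPKM in GV, 11.8 in MII, 10.9 in TubA-10 and 9.97 in TubA-20. Its log2 change against GV was −0.40 in MII, −0.50 in TubA-10 and −0.62 in TubA-20, with −0.22 between MII and TubA-20. *Mdm2* (chromosome 10, 117688875 to 117710758) was at 36.0, 68.1, 55.3 and 82.4 FPKM, with 0.27 from MII to TubA-20.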

In conclusion, RNA-seq and *in silico* pathway analysis demonstrated the potential of using mouse oocytes as an *in vitro* platform for the systematic validation of chemotherapeutic targets. In this study, we propose a key underlying mechanism to explain the failure of meiosis in TubA-treated oocytes (Fig. 6D). These observations strongly suggest that TubA is not a specific inhibitor of HDAC6 in mouse oocytes. Rather, we believe that the effects of TubA disrupt spindle migration and asymmetric division in mouse oocytes, and then induce oocyte senescence and aging, which eventually results in female infertility.

## DISCUSSION

*In vitro* oocyte maturation in the presence of 20 μM TubA (p<0.05) is arrested at the MI or ATI stage, and shows abnormal spindle and chromosome alignment [15]. Here, we performed single oocyte RNA-Seq and analyzed the *in silico* data to address several unanswered questions regarding TubA effects and to determine the epigenetic effects of TubA on oocyte maturation and viability. Additionally, we used the R package GOplot, KEGG, and IPA analysis to identify the underlying mechanism of TubA-induced abnormal oocyte maturation.

TubA supplementation in culture medium resulted in the combined inhibition of *Hdacs* (*6*, *9, 10*, and *11*) and *Sirtuins* (*Sirt2, 5, 6*, and *7*) in cultured oocytes. TubA is a highly selective HDAC6 inhibitor and is reported to inhibit the enzymatic activity of HDAC6 in cells. In this and a previous study, the protein and mRNA levels of *Hdac6* in TubA-treated mouse oocytes were significantly reduced. This posed the question as to how a specific enzymatic inhibitor could result in mRNA degradation and reduction in protein expression. There are some possible mechanisms to explain how specific inhibition of an enzyme could result in mRNA degradation and subsequent reduction in protein expression. First, HDAC6 may directly target the *Hdac6* gene in a negative feedback mechanism, as described previously [27]. A second possible reason may be that the observed TubA effects were not specific to HDAC6. In this study, we found that both *Hdacs* (*6*, *9*, *10*, and *11*) and *Sirtuins* (*2, 5, 6,* and *7*) were dysregulated in the TubA-treated group compared to the control. Therefore, we believe that inhibition of both HDACs and sirtuins by TubA may disrupt spindle migration and asymmetric division in mouse oocytes. Furthermore, previous studies have demonstrated that histones are globally deacetylated during meiosis at the MI and MII stages by histone deacetylase activity in mammalian oocytes [28–31]. Taken together, our analysis suggest that TubA induced inadequate histone deacetylation causes chromatin perturbation, spindle defects, and chromosome misalignment [32].

Both of Sirt2 and Hdac6 are tubulin deacetylases and that are thought to function as essential coenzymes [33,34], and it has been shown that knockdown of either *Sirt*2 or *Hdac6* by siRNA disturbed the mouse meiotic apparatus [35]. In this study, the mRNA levels of both *Sirt2* and *Hdac6* were significantly downregulated in TubA-exposed oocytes (Fig. 3). Our results are consistent with previous data showing that a specific Sirt2 inhibitor blocked the progression of GVBD during oocyte maturation *in vitro* [18] and that *Sirt2* knockdown resulted in abnormal spindle and chromosome alignment during meiosis [19]. However, it remains to be determined how TubA treatment disrupts spindle assembly and chromosome movement during oocyte meiosis. Previous studies indicated that histone H4K16 and α-tubulin-K40 may be the potential targets of Sirt2 in modulating chromatin conformation and microtubule stability [33,36]. Therefore, we conclude that TubA supplementation induced the reduction of *Sirt2* mRNA expression, which in turn led to α-tubulin hyperacetylation and consequently contributed to the failure of spindle or chromosome organization or to aneuploidy.

We also observed a significant downregulation of *Sirt6* and *7* mRNA levels in TubA-treated oocytes, two genes that play a pivotal role in controlling meiotic progression and transcriptional regulation of ribosomal DNA, respectively [32,37,38]. *Sirt1-7* genes have all been knocked out in mice [21,39–48]. Among these, *Sirt6* KO mice died within one month of birth with accelerated aging, while *Sirt7* KO mice also died at a late stage of embryonic development. In somatic cells, SIRT7 depletion resulted in an increased mutation rate, sensitivity to different DNA damage agents, and abnormal rates of apoptosis. *Sirt6* or *7* deficiencies, similar to that observed in *Sirt2* KO cells [13,49], resulted in replication stress, which is an important source of endogenous DNA damage [20,21,45,50]. In addition, knockdown of *Sirt7* led to reduced RNA Pol I levels, but *RNA Pol I* mRNA levels was not changed. This suggests that Sirt7 plays a crucial role in connecting the function of chromatin remodeling complexes to RNA Pol I machinery during transcription [51,52]. Furthermore, decreased levels of *Sirt7* during senescence led to increased acetylated forms of NPM1, known to promote cellular senescence [53]. Thus, these observations suggest that the expression of both of *Sirt6* and *7* is critical for the meiotic maturation of mouse oocytes.

In this study, mRNA expression of most of cyclin-dependent kinases such as *Cdk1, Cdk2, Cdk4, Cdk6* and *Cdc25b* exhibited significant decreases in the TubA-treated group, whereas *Ccnb1* mRNA expression was increased slightly, or was similar, compared to control GV- or MII-stage oocytes. 

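*Ccnb1* (chromosome 13, 100778650 to 100786570) was at 394 FPKM in GV, 749 in MII, 626 in TubA-10 and 927 in TubA-20. The log2 change against GV was 0.93 in MII (1.06 with equal FPKM sums and 1.16 with equal *Gapdh*), 0.67 in TubA-10 and 1.23 in TubA-20, and from MII to TubA-20 it was 0.31.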

Previous studies demonstrated that *Cdk2*, *Cdk3*, *Cdk4 or Cdk6* KO mice were healthy when CDK1 can compensate for their loss by forming active complexes with Cyclin A, B, D, and E, indicating that these CDKs are not essential for completion of the mitotic cell cycle [54]. Other studies demonstrated that *Cdk2* KO in mice leads to postnatal loss of all oocytes, indicating that CDK2 is an important factor for oocyte survival, and likely also oocyte meiosis [55,56]. However, *Cdk1* KO mice, unlike *Cdk2*, suffered early embryonic death, suggesting that CDK1 is the only CDK essential for driving the mitotic cell cycle in mammals [57,58]. Furthermore, *Cdk1* KO, but not *Cdk2*, resulted in female infertility due to a failure in the resumption of meiosis in oocytes [54]. Taken together, our observations and these results suggest that lower *Cdks* mRNA levels induced by TubA may block the resumption of oocyte meiosis.

Very recently, Balmus et al [59] and Liu et al [60] reported that NAT10 acetylates p53 at K120 and stabilizes it by counteracting MDM2 action, and that chemical or genetic targeting of NAT10 decreased genomic instability. In this study, the expression patterns of the NAT10 and Ac-p53 (K120) proteins were changed from the nucleolus to the cytoplasm and/or cell membrane during control oocyte maturation, whereas expression was limited to the nucleus with TubA treatment. Furthermore, *Nat10* mRNA levels were significantly decreased with 20 μM TubA treatment compared to control GV or MII oocytes. A previous report suggested that NAT10 translocates to the cytoplasm or membrane to facilitate α-tubulin acetylation and enhance microtubule stability or activate rRNA transcription by binding and acetylating UBF [61]. Even though a *Nat10* biallelic KO was lethal in mice, a more recent study showed that monoallelic *Nat10* KO mice were subfertile [59]. Taken together, our observations suggest that the NAT10 protein expression pattern is closely linked to Ac-p53, and that the levels and localization of the NAT10 protein is critical for oocyte maturation in the mouse.

In conclusion, knockdown screening techniques using chemical inhibitors are extremely valuable tools. However, this system may also have its limitations such as differences in drug penetration rates into oocytes, oocyte state during culture, and the fraction of unaffected oocytes. More studies are required to prove batch effects caused by knockdown screen techniques to improve the performance of cluster analysis.

## MATERIALS AND METHODS

Unless otherwise stated, chemical and media were obtained from Sigma-Aldrich (St. Louis, MO, USA).

### Mice

Mice were housed in wire cages at 22±1°C under a 12 h light-dark cycle with 70% humidity. All studies were approved by the Animal Care and Use committee of Konkuk University (IACUC approval number: Konkuk university 16122) and were done in accordance with Konkuk University guidelines. B6D2F1 (C57BL/6 x DBA) female mice aged from 6 to 8 weeks were used for collecting oocytes as previously described [15].

### Oocyte collection and TubA treatment

Female mice were injected with 5 IU pregnant mare serum gonadotropin (PMSG) and were sacrificed 48 h after PMSG injection. Germinal-vesicle (GV) oocytes were collected using a mouth pipette. Cumulus cells were dispersed with hyaluronidase (300 IU/mL) for 3-5 min in M16 medium. Denuded oocytes were rinsed thoroughly 5 times in M16 medium and then randomly cultured in M16 medium with or without 10 or 20 μM TubA, after covering with sterile mineral oil, under 5% CO_2_ at 37°C for 12 h. TubA (Catalogue no. 27108) was obtained from BPS Bioscience (San Diego, USA) and dissolved in DMSO. In this study, TubA was used at a final concentration of 10 or 20μM, as previously described [15]. *In vitro*-matured MII oocytes were collected if they had a polar body extrusion, and subjected to further analyses.

### RNA library preparation and sequencing

This experiment was performed by TheragenEtex (www.theragenetex.com) according to their protocol. Libraries from pooled (n=100) oocytes (GV, MII, and 10 or 20 μM TubA-treated) were constructed by TheragenEtex. Briefly, total RNA was extracted from GV, MII, and TubA-treated oocytes using the PicoPure® RNA Isolation Kit (Arcturus, Carlsbad, CA, USA) following the manufacturer’s instructions. Prior to cDNA library construction, 2 μg of total RNA was treated with DNase I, and magnetic beads with Oligo (dT) were used to enrich poly (A) mRNA. The efficacy of each step of library construction was ascertained using a 2100 Bioanalyzer (Agilent Technologies, CA, USA). The library was sequenced using a HiSeq 2500 sequencer (Illumina, San Diego, CA, USA). Cluster generation was performed, followed by 2×100 cycle sequencing reads separated by a paired-end turnaround. Image analysis was performed using the HiSeq control software version 1.8.4.

### Quantification of gene expression and analysis of differentially expressed genes

This experiment was analyzed by LAS (http://www.lascience.co.kr) according to their protocol. To quantify the mapped reads on the reference genome, cufflinks with the strand-specific library option, --library-type=fr-firststrand and other default options were used. Gene annotation of the mm10 reference genome from UCSC genome (https://genome.ucsc.edu) in GTF format was used as a gene model and the expression values were calculated in the Fragments Per Kilobase of transcript per Million fragments mapped (FPKM) unit. Unsupervised clustering by in-house R scripts of the normalized expression values from the few hundred selected differentially expressed genes (DEGs) was used to compare the expression profiles among the samples. The scatter plots for the gene expression values, the volcano plots for the expression-fold changes, and *p*-values between the two selected samples also were drawn by in-house R scripts.

### Functional category analysis

To elucidate the biological functional role of the differential gene expression between the compared biological conditions, we tested gene set overlapping between the analyzed differentially expressed and functionally categorized genes, including biological processes, using Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and Ingenuity Pathway Analysis (IPA). Network analysis was performed using the IPA web-based application (QIAGEN, Ingenuity Systems). The integrated genome viewer (IGV) was used for genomic annotation as IGV supports various genomic annotation formats [62] and visual representation of annotations follows many of the conventions introduced by the UCSC Genome Browser. Graphs were visualized using GraphPad Prism v6.0 (GraphPad Software, Inc., CA, USA). Venn diagrams were constructed using the web-based program at http://bioinfogp.cnb.csic.es/tools/venny/. RNA sequencing data were deposited in GEO with the accession number GSE115008.

### Immunostaining and confocal imaging

Immunostaining and confocal imaging were prepared as described earlier [15]. Briefly, oocytes were fixed in 4% paraformaldehyde for 30 min and permeabilized for 20 min with PBS containing 0.5% Triton X-100. Permeabilized oocytes were blocked for 2 h at room temperature in 1% bovine serum albumin (BSA) or 10% normal goat serum, then incubated at 4°C overnight with the primary antibodies [anti-CDK1-FITC (ab203852, Abcam), anti-Cyclin B1-Alexa Fluor® 647 (ab215945, Abcam), Anti-NAT10 (ab194297, Abcam), and anti-acetyl-p53 at K120 (ab78316, Abcam)]. All stained samples were mounted using Vectashield mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI) (H-1200, Vector Laboratories, Burlingame, CA, USA). Images were acquired using a confocal laser scanning microscope (LSM800, Zeiss, Germany), and the Fiji open-source platform was used to process and measure image fluorescence intensity, according to a previous report [63].

### Quantitative real time reverse transcription PCR (RT-qPCR)

Total RNAs were extracted from GV, MII, and TubA-treated oocytes using the Dynabeads mRNA Direct Kit (Thermo Fisher Scientific, Rockford, IL, USA) according to the manufacturer’s instructions, respectively. RT-qPCR was performed using a ViiA 7 Real-time PCR system (Applied Biosystems, OR, USA). Target gene expression levels were normalized to *Gapdh* mRNA expression, which was unaffected by TubA treatment. The RT-qPCR primer sets are listed in Table 3. RT-qPCR was performed independently in triplicate for each of the different samples, and the data are presented as the mean values of the gene expression levels measured in the TubA treated samples *versus* the controls, according to a previous report [15].

### Data analysis

All analysis for real time RT-qPCR and RNA-seq are presented as the mean±S.E.M [15]. Each experiment was performed at least three times and subjected to statistical analysis. One-way analysis of variance (ANOVA) was first performed to determine differences among groups (*: p<0.05; **: p<0.01). Fisher’s post hoc test was then performed to determine significant differences between pairs. Values of p<0.05 and p<0.01 were considered significant. Statistical tests were performed using Stat View software version 5.0 (SAS Institute Inc., Cary, NC, USA).

## SUPPLEMENTARY MATERIAL

Supplementary Tables

How the deposited data were processed for this re-analysis (not part of the article)

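Oocytes at the GV stage (0 h of culture) and oocytes cultured for 12 h without TubA (MII) or with it (TubA-10 and TubA-20) were measured by RNA-seq in 4 libraries. The sample labels and the methods of the paper differ on how the RNA was extracted, and the paper writes of a pool of 100 oocytes in its methods and of single oocytes elsewhere. The authors deposited 1 table of FPKM values, which they made with cufflinks on a strand-specific library type against mm10, so each value had already been divided by transcript length and by the mapped fragments of its library. The text of the paper names a UCSC gene model, while the entries carry Ensembl identifiers with version numbers. Symbols and coordinates on GRCm38 were joined by identifier, and 165 of the 21959 entries had no match and were kept under their identifier. The 4 columns were mapped to the conditions by their titles. No other scaling was applied to the main values. Supplementary Tables 1 to 3, the KEGG and GO sets, and the Ingenuity networks are not used here.

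From these values the genes above 0 per library and their overlap, the Pearson and Spearman coefficients of log10 of FPKM + 1 across genes, and log2 ratios of FPKM + 1 were computed. A gene was counted as higher or lower when the ratio passed 2-fold, with no filter on low values, after the rule and the axes of Fig. 1D. Genes across the genome are not replicates, so the coefficients have no p-value. Genes could be named one by one if the paper names them in its results or in Figs. 3B-D, 4A, 4C, 4D, 5B, 6B and 6C. For each of TubA-20 against GV, MII against GV and TubA-20 against MII, the 5 largest rises and the 5 largest falls among genes with at least 10 FPKM in one of both libraries were added. Most members of the longer lists are given through medians and tallies only, and some genes of the paper are not reported here. Gene lists were the 6 lists of the paper (proteasome, RNA polymerase, DNA replication, mitochondrial activation, pyrimidine metabolism and pentose phosphate) and 11 families taken by symbol. The families were ribosomal protein, mitochondrial ribosomal protein, respiratory chain and ATP synthase, proteasome, RNA polymerase, DNA replication, MAP kinase, cyclin, eIF, HDAC and sirtuin genes. The eIF symbols include eIF2 kinases and 4E-binding proteins, and the proteasome symbols include activators and assembly factors. The median log2 change of a list was placed among the medians of 10000 random lists of equal size with the same spread of mean expression. Such a percentile describes these libraries only. Marker lists of cumulus and granulosa cells, blood cells, oocytes and abundant somatic transcripts were used as fixed lists.

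The depth of each library was judged from ratios of FPKM between 0.001 and 0.15 in pairs of libraries, where genes resting on 1 fragment in both form a step. For GV and TubA-20, 81.7% of the genes near the step lay within 0.03 log2 of it, and for TubA-10 and MII 44.1% did, so the relative depths are estimates. Noise taken from TubA-10 against MII had an SD of 0.27 log2 for genes with at least 5 FPKM in one library. By these estimates they are the deepest libraries, so the noise in comparisons with GV and TubA-20 may be larger than in the simulations that use it. The scripts were tested on simulated data. Of 200 genes changed 4-fold, 199 were recovered, and 96 of 21757 unchanged genes (0.441%) passed 2-fold. Of 100 unchanged lists, 5 fell outside the range from 2.5% to 97.5%. A simulated depth step of 1.6 was found as 1.60.

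The comparisons, the main choices and the following alternatives were fixed before the data were examined. Pseudocounts of 0.1 and 0.01, minimum values of 1 and 5 FPKM, and 4 scalings of the libraries (median log2 change of 0, equal FPKM sums at a larger total than the deposited values have, equal upper quartiles, equal *Gapdh*) were tried. So were thresholds of 0.1 and 1 FPKM for a listed gene, random lists matched on GV alone or not matched, the highest instead of the sum of entries that share a symbol, and TubA-20 against MII directly. A 3-fold threshold and log10 of FPKM for genes with at least 1 FPKM in both libraries were added after seeing the data. For 3′ UTR elements the principal transcript of each gene was used, a choice made after a first look with the longest transcript. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.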

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

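The scalings of the libraries in this part were set beforehand, and the tests of cumulus RNA, of background, of matched 3′ UTRs and of poly(A) selection were chosen only after the result they address had been seen.

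*Nupr1* was at 8.88 FPKM in GV, 12.8 in MII, 1.14 in TubA-10 and 49.9 in TubA-20. Its log2 change against GV was 2.37 in TubA-20 and −2.21 in TubA-10, and with *Gm8186* it was the only gene past 2-fold in opposite directions at both doses. RNA of cumulus cells in the TubA-20 library could raise it, but the median of 10 abundant somatic transcripts there was 1.39 FPKM, while *Nupr1* rose by 41.0 FPKM. Of these 10 transcripts 6 were below 2 FPKM in TubA-20, *Vim* (0.453) and *Tmsb4x* (0.839) among them, which are abundant in somatic cells. The others were *Ahnak* (15.1), *Anxa2* (15.0), *Tmsb10* (275) and *Serpine2* (406), and whether they come from oocytes was not tested. Of the cultured libraries TubA-20 had the highest value for 6 of the 10 and for 14 of 27 listed cumulus markers (51.9%, with 33.3% by chance), which goes with some cumulus RNA but not with an amount that would bring the rise of *Nupr1*. Genomic DNA or unspecific background was tested with 1380 olfactory and vomeronasal receptor genes, which had a mean of 0.0517 FPKM in TubA-20, far below the rise of *Nupr1*. Both explanations were excluded as the source of the whole rise. Pools of oocytes under the same treatment may also differ in *Nupr1*, which 1 library per condition leaves open.

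*Gm8186* (chromosome 17, 26098991 to 26099221) was at 12.4 FPKM in GV, 5.51 in MII, 3.84 in TubA-10 and 26.7 in TubA-20. Its log2 change against GV was 1.04 in TubA-20 and −1.47 in TubA-10, and −1.05 in MII. With the libraries scaled to a median log2 change of 0 the rise in TubA-20 was 0.83 and with the same upper quartile 0.99, so it passed 2-fold only in part of the settings. It is a processed pseudogene, and reads from near-identical copies may be counted in it. No test of that was possible on these values.

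Genes with a cytoplasmic polyadenylation element (TTTTAT or TTTTAAT) in the last 150 bases of the 3′ UTR were compared with the other genes, because such elements steer tail length in maturing oocytes and the paper does not examine them. Of 7856 genes with a 3′ UTR, 2023 had the element. Their median log2 change against GV was 0.70 in TubA-20, 0.49 in MII and 0.36 in TubA-10, where the other genes had −0.07, −0.05 and 0.06. From MII to TubA-20 the medians were 0.16 and −0.03. Expression, 3′ UTR length and 3′ UTR GC content account for part of the difference, since random lists matched on them had a median of 0.28 in TubA-20, 0.20 in MII and 0.21 in TubA-10. Matched in broad classes, they did not account for the whole difference, with 0% of 2000 such lists having a median as high. The matching used the GC content of the whole 3′ UTR. Base composition within its last 150 bases and differences within the classes therefore stay open. The libraries were selected with oligo(dT), and 0 libraries were made without poly(A) selection. A longer poly(A) tail rather than more mRNA could therefore raise these genes, and the values cannot tell these apart.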

How the results depend on the processing

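The alternatives named in the processing summary were run on the results to which they were assigned. Single genes had no minimum value, correlations had no scaling, and the matching of random lists was varied for medians of TubA-20 against GV and of 3 families in MII only. The tests added after seeing the data were the 3-fold threshold and log10 of FPKM for genes with at least 1 FPKM in both libraries. No paired analysis was possible because each condition has 1 library, and for the same reason leaving out single samples does not apply. No list median past its percentile threshold was reversed, and for counts and correlations no reversal was defined. With equal *Gapdh* the larger group in MII turned, to 1525 higher and 1466 lower genes.

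With more than 1 FPKM required, 10082 genes were listed in TubA-10 and 10000 in MII. The correlation with GV moved to 0.915 in MII and 0.852 in TubA-20 with at least 1 FPKM in one library, and to 0.860 in MII, 0.911 in TubA-10 and 0.762 in TubA-20 with at least 5 FPKM. Log10 of FPKM with at least 1 FPKM in both libraries gave 0.903 in MII and 0.826 in TubA-20. The cause was not tested, but a minimum leaves out the many genes that are near 0 in both libraries.

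The numbers of genes past 2-fold depended on the pseudocount and the threshold by construction. A pseudocount of 0.1 gave 1488 higher and 3128 lower genes in MII, 754 and 2381 in TubA-10, and 2674 and 4188 in TubA-20. With 0.01 these were 2492 and 4015, 1762 and 3344, and 3364 and 5222. The 3-fold threshold left 33 and 774 in MII, 8 and 413 in TubA-10, and 115 and 1502 in TubA-20. Of the scalings, a median log2 change of 0 gave 334 higher genes in MII, 65 in TubA-10 and 865 in TubA-20, the same FPKM sum, which also lowers the weight of the pseudocount, 1298 in MII and 342 in TubA-10, and the same *Gapdh* 1525 and 750. Compared with MII directly, 72 genes were higher and 536 lower in TubA-20.

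Of the list medians in TubA-20 against GV, that of the cyclin genes left the top 2.5% of the random lists under most settings. Its values were 0.80 and 0.82 with pseudocounts of 0.1 and 0.01, 0.80 and 0.88 with minimum values of 1 and 5 FPKM, 0.41 with a median log2 change of 0, 0.63 with the same FPKM sum and 0.56 with the same upper quartile. The eIF genes went the other way, to −0.48 with either pseudocount, −0.48 with at least 1 FPKM and −0.86 with at least 5 FPKM in TubA-20, and to −0.56 with at least 5 FPKM in MII. The cause was not tested. Medians close to 0 changed sign, such as that of the MAP kinase genes with at least 5 FPKM (0.15), and that of the eIF genes in MII with the same FPKM sum (0.04) or *Gapdh* (0.11).

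Random lists with no matching put the eIF genes at percentile 0.21 in TubA-20 and 0.33 in MII, the MAP kinase genes at 0.86 and all sirtuin genes at 0.22. Lists matched on GV alone put the eIF genes at 44.9 and 54.5, the MAP kinase genes at 23.2, all sirtuin genes at 3.97 and all *Psm* genes at 2.59. The replication families, at percentile 17.2 in the main setting, were at 48.2 with lists matched on GV alone and at 96.2 with no matching.

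For the 247 named genes, 4 comparisons and 7 settings gave 6916 values, of which 6436 kept their label, 62 became weaker, 319 stronger and 99, whose main change was below 2-fold, changed sign. Of changes past 2-fold, 0 changed sign. That was nearly fixed in advance, so it is little support. A pseudocount cannot turn a sign, and the scalings moved median changes against GV by at most 0.23 log2. Taking the highest of shared entries left the label of all 247 genes the same in each comparison. For the 17 lists a further 713 medians and tallies gave 677 with the same label, 6 weaker, 9 stronger, 21 moved and 0 reversed. Tallies could not be labelled reversed.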

Differences from the paper's values

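The tests that were chosen only after the values had been seen are the 3-fold threshold and log10 of FPKM for genes with at least 1 FPKM in both libraries. The other alternatives were set before the data were examined. Numbers of genes and FPKM are taken to differ when they are more than 1.5-fold apart, and correlations when they differ after rounding to the decimals of the paper.

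The paper gives 313 genes for the smaller group of TubA-20 against GV, which Fig. 1D draws as the higher genes, and 1670 genes were more than 2-fold higher here. The paper calls its genes significant after normalization and sets an FDR limit for its pathway genes. No significance filter was applied here, so the counts may rest on unlike criteria. None of the alternatives set before the data were examined came to the number of the paper. The nearest was 865, with the median log2 change set to 0. The 3-fold threshold gave 115 and differed as well.

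The paper gives a correlation of 0.899 for MII against GV, where the value here is 0.965. For TubA-10 Fig. 1D shows about 0.94 and for TubA-20 about 0.79 (read by eye), where the values here are 0.978 and 0.936. Of the alternatives set before the data were examined, at least 1 FPKM in one library gave 0.946 for TubA-10, which a reading by eye hardly separates from the figure, and 0.915 for MII and 0.852 for TubA-20. No other came as near for TubA-10 or MII, and for TubA-20 the nearest was 0.762, with at least 5 FPKM. Log10 of FPKM for genes with at least 1 FPKM in both libraries gave 0.94 for TubA-10, where the gap closes, and 0.903 and 0.826 for MII and TubA-20, where it does not. It was chosen after seeing the values and leaves out part of the 146 genes that the paper names and that have a value here, namely 7 for TubA-10, 9 for MII and 10 for TubA-20. *Hdac10*, *Hdac11*, *Myc*, *E2f3*, *E2f6*, *E2f7* and *E2f8* drop out in each, with *Cdk6* and *Zap70* for MII, and these and *Cdk2* for TubA-20.

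Of 17 bars of Fig. 5B for GV that were read by eye, 13 differed and *Rps23*, *Rps25*, *Rps4x* and *Rpsa* did not. The figure shows about 280 for *Rps10* (577 FPKM here), about 650 for *Rps13* (1091), about 360 for *Rps15* (645) and about 250 for *Rps18* (415). It shows about 380 for *Rps19* (872), about 490 for *Rps20* (52.7), about 280 for *Rps21* (665), about 220 for *Rps24* (475) and about 390 for *Rps26* (682). The others that differed are about 330 for *Rps27a* (611), about 630 for *Rps29* (1541), about 70 for *Rps3* (108) and about 85 for *Rps6* (256). Equal FPKM sums, the only alternative that can change these GV values, left all 13 different and made *Rps25*, *Rps4x* and *Rpsa* differ as well.

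The text of the paper calls the larger group of genes past 2-fold upregulated, while Fig. 1D colours it as lower, and here the larger group is lower in all 3 comparisons with GV, by 1832 to 669 in MII, 1230 to 163 in TubA-10 and 2569 to 1670 in TubA-20, except with equal *Gapdh* in MII (1466 to 1525).

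The paper has its 19 proteasome genes lower in the TubA/GV pair than in the MII/GV pair. In TubA-20, 18 of the 19 were lower than in MII, and *Psmd4* was higher by 0.06 as deposited and lower under all 4 scalings, so that all 19 were lower there. In TubA-10, 1 of the 19 was lower than in MII. For the replication, mitochondrial, pyrimidine and pentose phosphate genes the paper states a decrease in the TubA/GV pair, and 11 of 11, 12 of 12, 14 of 14 and 9 of 10 were lower in TubA-20 than in GV. The exception, *Pgm2*, was higher by 1.04. The paper states a further fall of ribosomal protein genes under TubA, apart from exceptions. In TubA-20 72 of 87 were lower than in MII, and in TubA-10 16 of 87.

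The paper has the MI arrest and cytokinesis genes lower under TubA than in the control. It also states that RT-qPCR on a separate group of oocytes matched its RNA-seq, and those values were not re-analysed here. The 7 MI arrest genes counted here include *Cops4* and *Obox1*, which its text names only for RT-qPCR. Against MII, 3 of 4 cytokinesis genes and 5 of 7 MI arrest genes were lower in TubA-20, and against GV 0 of 4 and 5 of 7. In TubA-10, 3 of 4 and 2 of 7 were lower than in MII, and 1 of 4 and 6 of 7 lower than in GV. In TubA-20 against MII, *Aurkc* (0.66), *Obox5* (0.44) and *Obox1* (0.39) were higher. In TubA-20 against GV, *Obox5* (0.84), *Actr2* (1.04), *Actr3* (0.49), *Aurkc* (0.76) and *Cdc14b* (0.12) were higher, with *Cdc14b* at −0.06 when the median log2 change was set to 0. *Obox1*, which the paper measures by RT-qPCR, was higher by 0.27. The paper has these genes rise from GV to MII, and *Cops3* (−1.04), *Cops5* (−0.98), *Tkt* (−0.74) and *Zap70* (−0.89) fell. Lower in MII than in GV were 6 of the 7 MI arrest genes and 0 of the 4 cytokinesis genes. For *Hdac9* the paper has a slight fall from GV to MII, and the change was 1.01. The paper has the cyclin-dependent kinase genes and *Cdc25b* lower under TubA than in GV or MII, and in TubA-10 *Cdk1* (1.43), *Cdk2* (0.64), *Cdk4* (0.14) and *Cdk6* (0.57) were higher than in MII and *Cdc25b* higher than in GV by 0.35.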

Other observations

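The tests of regression to the mean, of preparation, of transcript length and GC content, of cumulus RNA in TubA-10, of depth, and of scaling on the oocyte genes were chosen only after the results had been seen.

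Genes that fell in MII were lower still in TubA-20. Of 1597 genes with at least 5 FPKM in one library that were more than 2-fold lower in MII than in GV, 86.9% were lower in TubA-20 than in MII, and 90.4% were less low in TubA-10. Their median log2 changes against GV were −1.18 in TubA-10, −1.54 in MII and −2.18 in TubA-20. Regression to the mean through the values that picked the genes was excluded, since symmetric noise of any size, independent between libraries, would not bring more of these genes below MII in TubA-20 than above it. In 100 simulations without a difference between MII and TubA-20, with noise taken from TubA-10 against MII, the share was 44.3% on average and 47.3% at most. Scaling of the libraries was excluded too, with 88.1% as the lowest share under the 4 scalings. A preparation that set GV and TubA-20 apart from TubA-10 and MII stays open. The depths group the libraries this way. Of the genes near the depth step, 81.7% lay within 0.03 log2 of it for GV and TubA-20 and 44.1% for TubA-10 and MII. For the other pairs 20.4% to 32.3% did. No value here separates preparation, meiotic stage or the selection of MII oocytes from treatment for TubA-20. For the 640 genes that rose in MII the share past MII in TubA-20 was 68.3%, and between 47.1% and 53.3% under the scalings, so no order is claimed for them. That mRNA loss during maturation went further at 20 μM is therefore untested. The preparation split puts TubA-10 with MII, yet 86.6% to 92.9% of the genes that fell in MII were less low in TubA-10 under the 4 scalings. These values argue against the split as the source of the difference at 10 μM. Picking genes by a low MII value favours the same direction, and its share was not tested for TubA-10. A smaller loss at 10 μM is therefore not established either. FPKM are relative values, and the loss of total mRNA was not measured. After oligo(dT) selection, a loss of mRNA cannot be told apart from shorter poly(A) tails.

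Ribosomal protein genes were lower in all cultured libraries than in GV. For TubA-20 and MII, transcript length and GC content were excluded as the explanation, with 0% of random lists matched on them as low and random medians of −0.08 and −0.15. TubA-10 was not tested for this. All libraries were selected with oligo(dT), so a shorter poly(A) tail rather than less mRNA stays open for these genes. Cumulus cell RNA in GV was excluded, because abundant somatic transcripts had a median of 4.11 FPKM in GV and the ribosomal protein genes lost a median of 328 FPKM to TubA-20. In the same list *Tmsb10* (919 FPKM), *Serpine2* (138) and *Anxa2* (79.5) were high in GV, and *Tmsb10* and *Anxa2* fell to 275 and 15.0 in TubA-20. Cumulus cells would bring *Vim* and *Tmsb4x* too, which were at 0.0733 and 2.30 in GV. In MII their median was 1.72. For the difference between TubA-10 and TubA-20, a median of 48.0 FPKM, cumulus cell RNA in one library was excluded as well, since the median of 2.84 in TubA-10 and 1.39 in TubA-20 stays far below it, with *Vim* at 0.404 and *Tmsb4x* at 0.463 in TubA-10. Medians of the 30 cumulus and granulosa markers were 0.679 FPKM in GV, 0.322 in MII, 0.148 in TubA-10 and 0.522 in TubA-20, and 17 of them stayed below 1 FPKM in every library. The other 13 reached at least 1 FPKM in some library, and whether these came from oocytes or cumulus cells was not tested. All 8 blood markers stayed at or below 0.0779 FPKM, the value of *Lyz2* in GV.

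The named proteasome genes were lower than the whole *Psm* family. All 48 *Psm* genes had a median log2 change of −0.77 in TubA-20 against GV, and −1.42 with a pseudocount of 0.01, where the 19 named ones had −2.26. Against MII the medians were −0.14 and −0.60. The named genes were picked for their change in the same libraries.

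The 11 HDAC genes went both ways in TubA-20 against GV, from −0.93 for *Hdac6* to 0.98 for *Hdac9*. Their median was −0.10, where 36.4% of random lists were as low, and −0.45 with a pseudocount of 0.1 or 0.01. Picked after the values were seen, *Hdac1* (0.26) and *Hdac4* (0.43) were higher, and *Hdac3* (−0.42) and *Hdac8* (−0.40) lower in TubA-20 than in GV, while *Hdac2* (−0.05) turned to 0.02 with equal *Gapdh*. *Hdac5* and *Hdac7* stayed below 1 FPKM in all libraries. Among the sirtuins outside the paper's list, *Sirt1* rose from 13.9 to 20.1 FPKM and *Sirt4* from 18.9 to 34.4, while *Sirt3* went from 4.77 to 3.95.

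The 20 oocyte genes had a median of 903 FPKM in GV, 898 in MII, 1005 in TubA-10 and 688 in TubA-20. Their median log2 change from MII to TubA-20 was −0.29, and scaling of the libraries was excluded as its source, since it was −0.35 at the highest and −0.44 at the lowest under the 4 scalings. Among them *Zp2*, *Zp3*, *Padi6*, *Khdc3* and *Figla* were more than 2-fold lower in TubA-20 than in both GV and MII, named after their values were seen. Of the 20 genes, 14 were lower in TubA-20 than in MII, and 4 had their highest value of the cultured libraries in TubA-20. With at least 10 FPKM, 329 genes of the table were more than 2-fold lower in TubA-20 than in both controls and 20 higher. The gene with the highest FPKM was *Elobl* in GV (7797), MII (8620) and TubA-10 (10098.5), and *H1foo* in TubA-20 (8806). The 10 most abundant genes took 6.18% of the FPKM in GV, 8.76% in MII, 8.56% in TubA-10 and 9.14% in TubA-20.

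TubA-20 had the fewest genes listed above 0. Lower depth was excluded as the only source, since with at least 1 FPKM, a number that depends little on depth, TubA-20 had 9773 genes and GV 10324. Of 13 mitochondrial genes 8 were listed at 0 in all libraries, and TubA-20 had the highest values of the others. These were *mt-Co3* (5.92 FPKM, against 0.110 in GV), *mt-Nd1* (1.69), *mt-Nd2* (6.44), *mt-Nd3* (2.20) and *mt-Nd4* (0.622), named after the values were seen. Why most of them were listed at 0 was not tested.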
